# Comparative gene expression profiling between optic nerve and spinal cord injury in *Xenopus laevis* reveals a core set of genes inherent in successful regeneration of vertebrate central nervous system axons

**DOI:** 10.1186/s12864-020-06954-8

**Published:** 2020-08-05

**Authors:** Jamie L. Belrose, Aparna Prasad, Morgan A. Sammons, Kurt M. Gibbs, Ben G. Szaro

**Keywords:** *Xenopus laevis*, Spinal cord injury, Optic nerve injury, Axon regeneration, Central nervous system, RNA-seq

## Abstract

**Background:**

The South African claw-toed frog, *Xenopus laevis*, is uniquely suited for studying differences between regenerative and non-regenerative responses to CNS injury within the same organism, because some CNS neurons (e.g., retinal ganglion cells after optic nerve crush (ONC)) regenerate axons throughout life, whereas others (e.g., hindbrain neurons after spinal cord injury (SCI)) lose this capacity as tadpoles metamorphose into frogs. Tissues from these CNS regions (frog ONC eye, tadpole SCI hindbrain, frog SCI hindbrain) were used in a three-way RNA-seq study of axotomized CNS axons to identify potential core gene expression programs for successful CNS axon regeneration.

**Results:**

Despite tissue-specific changes in expression dominating the injury responses of each tissue, injury-induced changes in gene expression were nonetheless shared between the two axon-regenerative CNS regions that were not shared with the non-regenerative region. These included similar temporal patterns of gene expression and over 300 injury-responsive genes. Many of these genes and their associated cellular functions had previously been associated with injury responses of multiple tissues, both neural and non-neural, from different species, thereby demonstrating deep phylogenetically conserved commonalities between successful CNS axon regeneration and tissue regeneration in general. Further analyses implicated the KEGG adipocytokine signaling pathway, which links leptin with metabolic and gene regulatory pathways, and a novel gene regulatory network with genes regulating chromatin accessibility at its core, as important hubs in the larger network of injury response genes involved in successful CNS axon regeneration.

**Conclusions:**

This study identifies deep, phylogenetically conserved commonalities between CNS axon regeneration and other examples of successful tissue regeneration and provides new targets for studying the molecular underpinnings of successful CNS axon regeneration, as well as a guide for distinguishing pro-regenerative injury-induced changes in gene expression from detrimental ones in mammals.

## Background

The capacity for regeneration is an ancient characteristic of metazoa. Although many invertebrates can reconstitute an entire body from residual tissue fragments [7, 60], vertebrates regenerate only tissues and organs. This capacity becomes more restricted both phylogenetically in the progression from anamniote to amniote and developmentally during the transition from embryo to adult (Fig. 1a). For example, most vertebrates are able to regenerate peripheral nervous system (PNS) axons throughout life and central nervous system (CNS) axons as embryos, but only anamniotes can also regenerate CNS axons as adults. Anuran amphibians, such as the frog *Xenopus laevis*, occupy a transition point in this progression [105]. Like other anamniotes, *Xenopus* regenerates optic axons sufficiently to restore vision throughout life [12, 39, 135], but like amniotes, it loses its capacity to functionally regenerate spinal cord axons developmentally, because of the surge of thyroid hormone that drives metamorphosis in frogs [42] and late fetal development in mammals [8]. Thus, *Xenopus* offers a unique opportunity for exploring within the same organism why some regions of the CNS lose their ability to regenerate axons in development, whereas others retain it. In this study, we exploited these features of *Xenopus* in a novel three-way comparison of RNA-seq data from two regions of the CNS that regenerate axons, one throughout life (juvenile frog eye after optic nerve crush (ONC) [39, 127, 135]) and one that does so only transiently, before and after this transition (tadpole vs. juvenile frog hindbrain after spinal cord injury (SCI) [11, 43]), to identify potential core features that distinguish CNS axon-regenerative responses from failed ones.

**Fig. 1:**
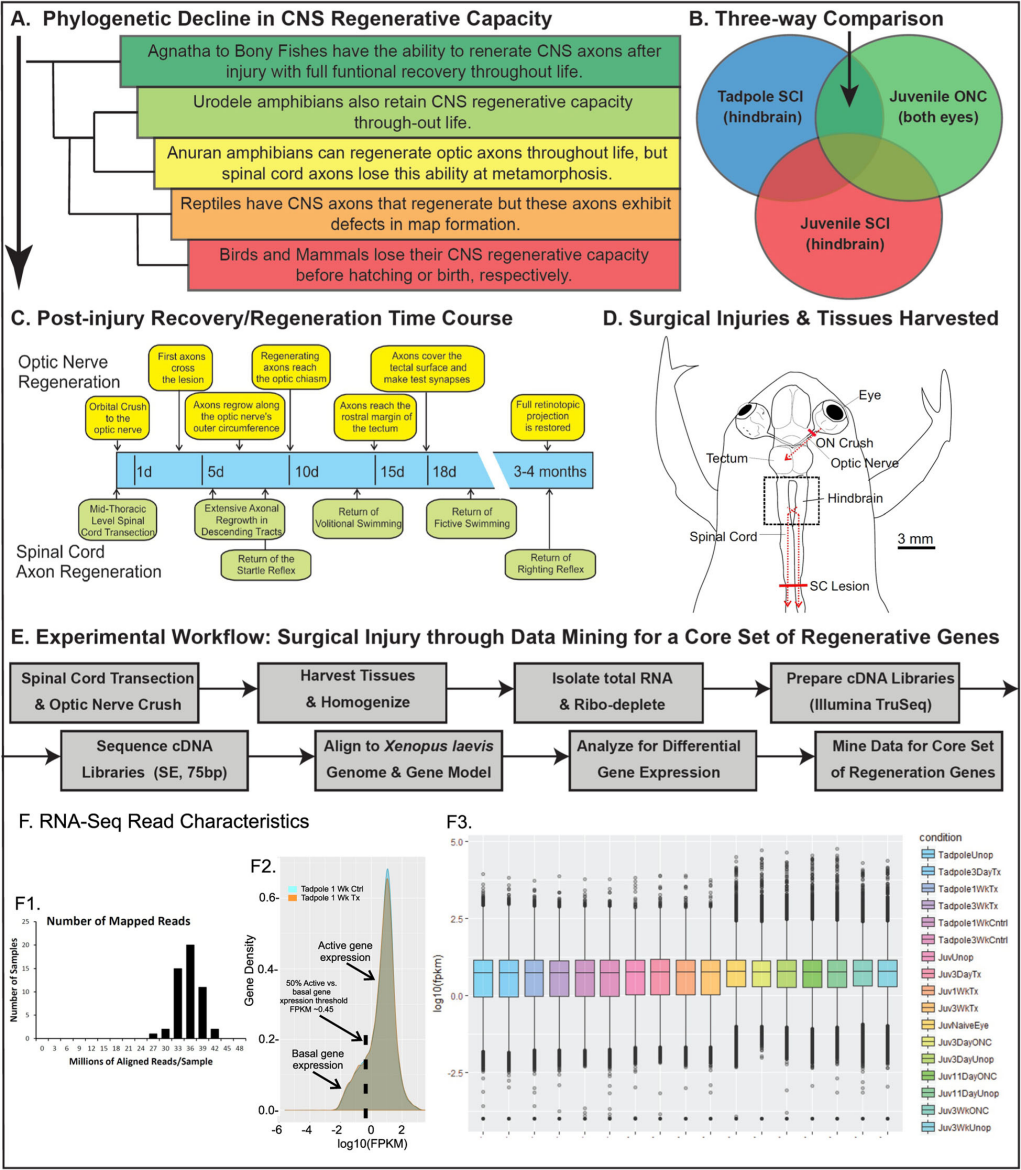
Using *Xenopus laevis* to discover prospective core genetic programs for functional recovery from central nervous system (CNS) injury. **a***Xenopus laevis* occupies a transition point in the phylogenetic decline (green to red) of functional recovery after CNS injury in vertebrates. Like other anurans (yellow), *X. laevis* regenerates optic axons to restore vision throughout life, but only successfully regenerates spinal cord axons as tadpoles. **b** A three-tissue comparison was designed to parse out core sets of genes most closely associated with successful CNS axon regeneration. Injury-induced gene expression profiles (RNA-seq) were compared between two regenerative tissues [stage 53 tadpole hindbrain after spinal cord transection (SCI) and 1–3 month, post-metamorphic, juvenile frog eye after optic nerve crush (ONC)] and a non-regenerative tissue [1–3 month, post-metamorphic, juvenile frog hindbrain after SCI] to find injury-induced genes that were uniquely shared between the regenerative CNS tissues but not with the non-regenerative one. **c** Previous histological, electrophysiological, and behavioral studies in *X. laevis* were consulted to select three time points after optic nerve crush (ONC) and spinal cord transection (SCI) for making suitable comparisons among the tissues - an early trauma phase, when damaged axons first begin to cross the lesion site (3 days), a peak period of maximal regenerative axon outgrowth (7 days for SCI & 11 days for ONC), and a late period, after regenerative axon regrowth is largely completed, but synaptic refinement and behavioral recovery continues (3 weeks) [11, 33, 40, 42, 43, 98, 126, 128, 152, 160]. **d** Scale drawing of the CNS superimposed on the outline of a juvenile frog, to illustrate the injury sites and harvested tissues (ONC and SCI surgeries were done in separate animals; the tadpole is not illustrated, but its hindbrain and spinal cord transection site were similar in location to those of juvenile frog). For tadpole SCI, hindbrains were harvested from operated animals and age-matched unoperated controls (5 pooled hindbrains per biological replicate, with 3 paired injury and control replicates per time point). For juvenile frog SCI, the same unoperated controls were used for all three SCI time points (5 animals pooled into each of 3 biological replicates). For ONC, both eyes of juvenile frogs receiving an orbital nerve crush on the right side were harvested; the right eye provided the ONC samples and the left, contralateral, unoperated eye provided the control (6 pooled eyes for each of three biological replicates per time point). Three biological replicates of surgically naive eyes were also collected (see text). Red bars indicate the anatomical locations of the optic nerve crush and spinal cord lesions. Dotted red arrows indicate the trajectories of the axons injured by the surgeries whose cell bodies are located in the tissues sampled for RNA-seq. **e** Diagram summarizing the workflow of the study (see text for details). **f1**–**3** Summary characteristics of the RNA-seq data. **f1,** a histogram of the number of successfully aligned reads in each of the 51 samples (17 conditions, 3 biological replicates each). **f2,** an example of histograms of expression values [log_10_(FPKM)] per gene, averaged across the biological replicates, normalized for the total number of genes assayed (Gene Density). Data for the 1 week SCI tadpole hindbrain (gray) is superimposed upon that of its age-matched control (blue). The inflection point (dotted vertical line) was used to set a threshold for the fpkm of actively expressed genes. Values below this were categorized as representing no expression. **f3,** Whisker plot summarizing the data dispersion for all 17 conditions (3 biological replicates per condition). The median log_10_(FPKM) is represented as a horizontal line through the box, which in turn delimits the 2nd (lower) and 3rd (upper) quartiles of the data. Whiskers illustrate the 1st and 4th quartiles, with their minimum and maximum values, respectively. Abbreviations: CNS, central nervous system; Cntrl, control; FPKM, fragments per kilobase of exon mapped; Juv., juvenile frog; ONC, optic nerve crush; SCI, spinal cord injury; Tad., tadpole; Tx, transection; Unop, unoperated

With the exception of an mRNA-seq study in lamprey, which demonstrated that the response of brain and spinal cord to SCI indeed differ [48], previous genome-wide expression studies on spinal cord regeneration have focused on either the spinal cord itself, with the lesion at the epicenter (*Xenopus laevis* tadpole and frog [70], turtle [142], zebrafish [50]), or on a regenerating tail (e.g., salamander [87], *Xenopus tropicalis* tadpole [21, 55, 80, 102]). Such regeneration involves not only axon regeneration, but also considerable wound repair and tissue restoration. *Xenopus laevis* hindbrain, which is the principal source of descending axons that project from brain to spinal cord [43, 143], provides an opportunity to compare transcriptional responses to SCI between axon-regenerative and non-regenerative states of CNS neurons and their support cells, separately from the lesion site and its attendant wound repair and tissue restoration. Moreover, hindbrain neurons that regenerate descending axons after SCI (i.e.*,* reticular and raphe nuclei) in the tadpole are the very same cells that fail to do so in the frog [43]. The *Xenopus* eye after ONC provides a similar opportunity to study an injury response, separately from the injury site (Fig. 1d), but after metamorphosis. To date, genome wide studies in the regenerating *Xenopus* visual system have been limited to SDS PAGE [126, 128] and TRAP (RNA-Seq after Translating Ribosome Affinity Purification of mRNAs) studies [151]. Thus, both systems would benefit from baseline RNA-Seq studies of their responses to axotomy.

In performing such an RNA-Seq study, we found that the injury responses of the two regenerative tissues (frog eye after ONC and tadpole hindbrain after SCI) shared features in common with each other not seen in the non-regenerative tissue (frog hindbrain after SCI). Injury-induced genes uniquely shared between the two regenerative tissues included many previously implicated in promoting cell survival and regeneration of neural and non-neural tissues alike, and revealed cellular and physiological processes potentially at the core of a successful regenerative response to CNS injury. We offer these results and the insights gained from their analyses as a resource to stimulate new avenues of investigation into the molecular underpinnings of successful recovery from CNS traumatic injury.

## Results

### Experimental design – animal procedures, sample and data collection, and Bioinformatic analyses

Studies documenting regeneration of CNS axons with return of function after ONC in frogs and the transient nature of functional recovery from SCI injury in tadpoles go back decades [36, 125]. Although initially done in other species, subsequent studies extended these findings to *Xenopus laevis* [11, 39]. Electrophysiological [40, 128], anatomical [33, 128, 152, 160], and ultrastructural [98] studies of *X. laevis* frog optic axon regeneration, as well as behavioral and anatomical studies of tadpole SCI [11, 42, 43], both established the time course of recovery and demonstrated true regeneration of cut axons from surviving neurons, laying the foundation for much subsequent work (e.g., reviewed in [68, 69, 127]). From these studies, three time points can be gleaned for making appropriate comparisons between the two systems (Fig. 1c): 1) an early phase of recovery at three days, when histological studies observed regenerating axons in both systems first penetrate the lesion [11, 160]; 2) the peak phase of regenerative axon outgrowth at seven days for SCI and eleven days for ONC, when the density of regenerating hindbrain axons crossing the lesion nears its peak [11, 42], and when regenerating optic axons fill the optic tract but have not yet arrived at their targets in the tectum [160], respectively; 3) a late recovery phase at three weeks, when regenerating optic axons cover the tectum, but have not yet fully restored a retinotopic map [128, 160], and behavioral recovery is largely but not yet complete in SCI [11, 42]. These same time points were used for the non-regenerative juvenile frog SCI to obtain data on kinetic differences.

In planning the workflow for this study (Fig. 1d), we used the entire tissue encompassing the axotomized neurons, because the cells responding to CNS injuries also included interneurons [2], glia [84], macrophages and other myeloid cells [45, 152], as well as the axotomized neurons themselves. Analyzing complex tissues requires efforts to reduce technical variation as much as possible. By using animals of the same strain and from the same supplier, preparing RNA and cDNA libraries in parallel, and then mixing and sequencing all samples together on the same flow cells, we sought to minimize technical variability, which is otherwise inherent in post hoc comparisons derived from separate studies. To balance budgetary tradeoffs between read depth and the statistical power gained from multiple biological replicates, we sequenced at a nominal depth of 30 million reads per sample, each of which was derived from either five pooled hindbrains or six pooled eyes from co-reared animals, with three such pooled biological replicates for each condition at each time point [25]. This yielded 51 samples representing 17 conditions (Fig. 1e, F3). 

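Each library was made from the pooled tissue of several animals, 5 hindbrains or 6 eyes, and 3 libraries were made per condition. The tadpole SCI hindbrain at 3 days, 7 days and 3 weeks was compared with the age-matched, unoperated tadpole hindbrain of the same time. The juvenile frog SCI hindbrain at these 3 times was compared with a single group of 3 unoperated frog libraries, so its 3 comparisons share their controls. The ONC eye at 3 days, 11 days and 3 weeks was compared with the contralateral eye of the same frogs. In the library names, all 3 frog hindbrain controls and no other library carry the letter R, and 8 eye libraries of 3 and 11 days carry the letter B, which stand for something the sample labels do not explain. The authors deposited expression per gene and library as FPKM estimated and scaled between libraries by CuffDiff2. The 24381 entries of each library carry 13474 distinct gene symbols, and 11 of them were at 0 in every library. FPKM are not read counts, so differential expression was tested with limma on log2(FPKM + 0.5), with a variance trend over expression and no further normalization. Only the 6 libraries of a comparison entered its fit. Entries with a mean of at least 0.45 FPKM in operated or control libraries, the paper's threshold for active expression, were tested, and an entry was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05, with no minimal fold change. The added 0.5 FPKM damps the fold changes of entries near 0.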

Because SCI tadpoles were still developing, the unoperated controls for each time point were age-matched and co-reared. For juvenile frog SCI hindbrain, a single control group sufficed for all three time points. For ONC, the left, contralateral unoperated eye served as controls for each time point to further distinguish effects directly associated with axon regeneration from indirect injury responses [126, 128]. This is important because the unoperated contralateral eye also responds to a unilateral nerve crush through indirect effects on retinal circuitry [3, 41, 127]. To assay this indirect response, we included for eye an extra control group of surgically naive, unoperated animals for future studies; this group was included in the PCA but was not used otherwise for differential gene expression analysis (see below).

Fastq files containing the sorted raw sequences were aligned against the *Xenopus laevis* genome (Xenbase v9.1; http://www.xenbase.org/ RRID:SCR_003280) using Bowtie2 (v2.2.9) [66] and TopHat (v2.1.1) [138], and annotated using the Mayball gene model [24, 106, 108]. The alignments yielded 34.4 ± 3.1 (S.D.) million successfully aligned reads per sample (Fig. 1f1), with only 9.6 ± 2.9%, (S.D.) reads initially flagged as potentially duplicate alignments. Such potential duplicates can occur in *Xenopus laevis* due to its ancestrally (~ 30 Mya) duplicated genome [121]. 

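Read numbers per library were not analysed here, since FPKM do not hold them. The FPKM that 1 read adds to a gene, derived from the steps between the values of weakly expressed genes, was 0.748 to 1.531 times that of the median library. It reflects depth and the scaling between libraries together, so it only approximates the difference in depth. Its median per condition lay between 0.828 and 1.104 in the tadpole hindbrain, between 1.174 and 1.416 in the frog hindbrain, where the unoperated controls had the highest median, and between 0.894 and 1.056 in the eye. The FPKM of a library summed to 374367 to 493408 in the hindbrain, with a median of 410696.5, and to 616382 to 1209699 in the eye, with a median of 780066. Crystallin genes, of which the files hold 51, took 25.0% to 46.0% of the sum in the eye libraries and at most 0.2% in the hindbrain libraries. Between 319 and 1980 entries were at 0 per library. A value of 0 may not always be a low value, as 72 genes with a median above 5 FPKM were at 0 in at least 1 library. This count did not separate the tissues, so some of these genes may be silent in 1 tissue. Fold changes against a group listed at 0 are therefore not given. Pearson's r of log2(FPKM + 1) between replicates was 0.982 to 0.994 in the hindbrain and 0.926 to 0.991 in the eye, the lowest of these between contralateral libraries of 3 days.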

The vast majority of these potential duplicates were resolved by assigning the alignment with the higher score to separate genes on different chromosomes (referred to in *X. laevis* as S and L homeologs). For the small remainder (< 10% of potentially duplicate alignments), reads were randomly distributed between the two homeologs. To confirm the accuracy of this procedure, we visualized a subset directly (Integrative Genomics Viewer (IGV), v2.3.88 [115, 136]). The fastq files and gene counts are both available in Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE137844. Note here that gene nomenclature in *Xenopus laevis* is based on prospective orthology with human genes [121]. Due to the ancient genome duplication and long evolutionary divergence time between *X. laevis* and human (> 300 Mya), the L and S *X. laevis* homeologs may have more or fewer paralogs than their human orthologs. For the initial gene counts, we enumerated these separately, because duplicate genes can have different expression patterns, potentially leading to different functions [96, 116]. 

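The L and S homeologs of a gene, and further copies, were kept as separate entries and tested separately here too. Reads that the authors' alignment scores did not resolve were distributed at random between the homeologs, so the FPKM of near-identical copies are not independent measurements, and a value given for one homeolog can contain reads of the other.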

Generally speaking, L homeologs are expressed at higher levels than S homeologs [121], and not surprisingly, they appeared more frequently than S homeologs in our gene lists, since efficiency of gene calls tends to correlate with expression level. Functional comparisons necessarily combined homeologs and paralogs under a single gene term, since most functional studies are done in other species and we cannot a priori evaluate the significance of homeologs and paralogs for these genes. In addition, for this study, we looked only at genes that have been annotated in *X. laevis*, since the principal aim was to evaluate these genes with regard to what is known from other models about function. We left the analysis of fastq files for the biological significance of multiple homeologs and paralogs, as well as of novel genes lacking human orthologs and other gene features such as long non-coding RNAs, to future studies. Nonetheless, for the interested reader, we have noted in Additional_File4_DESR_Data.xlsm the expression behavior of remaining homeologs and paralogs that were not differentially expressed in our current analysis.

To generate gene lists for downstream data analysis of differentially expressed genes (Fig. 1e), we used Cufflinks/CuffDiff2 [113, 114, 137, 139, 140] and the associated utilities of CummeRbund (v2.16.0) [139]. We made this choice primarily because CuffDiff2 uses a paired means test to estimate Type I errors (*p-*values) for each gene pair, independently of other genes. For each pair-wise comparison, these unadjusted *p-*values were then ranked among the other pair-wise comparisons to assess the probability of false discovery (*q*) [14]. Because samples were complex tissues, with multiple cell types potentially responding differently to the lesion, we felt that this procedure of evaluating each gene pair independently was biologically more appropriate for our study than other programs, such as DESeq2, which use a difference of variance test that incorporates the variance of all the genes in a sample into its calculations [4, 79]. In addition, unlike DESeq2, CuffDiff2 normalizes genes for transcript length, making it possible to compare expression levels (FPKM) among different genes. Although we used the CuffDiff2 outputs for downstream analyses (Additional_File1_Differential_Expression_Analysis_by_Cuffdif.xlsm), we provide DESeq2 outputs for the interested reader (Additional_File2_Differential_Expression_Analysis_by_DESeq2.xlsm). Note that the overall trends in the data with respect to temporal patterns of differentially expressed genes and the degree of overlap between different experiments at each time point matched well between the two programs (seen by comparing the CuffDiff2 data of Fig. 2 with that of DESeq2 in Additional_File3_DESeq2_Metadata.pdf), except that DESeq2 identified fewer differentially expressed genes than CuffDiff2, with > 85% of them also called by CuffDiff2.

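The excerpts of the paper's tables that could be read cover 1451 genes tested by both programs for the tadpole SCI hindbrain at 3 days. The limma calls made here were compared with them. Of 20 calls among the genes of the CuffDiff2 table, 19 were also CuffDiff2 calls, and all 71 of the paper's CuffDiff2 calls changed in the paper's direction here. Against the DESeq2 tables, 24 of 26 calls at 3 days and 33 of 37 at 7 days were also DESeq2 calls. Of the paper's calls, 19 of 71 by CuffDiff2, 24 of 83 by DESeq2 at 3 days and 33 of 73 by DESeq2 at 7 days were called here, and 44, 62 and 35 with replicate number as a block. Across genes, which are not independent replicates, the log2 fold changes correlated with those of CuffDiff2 at r = 0.929 (1122 genes) and with those of DESeq2 at r = 0.872 (1573 genes) at 3 days and r = 0.957 (765 genes) at 7 days. The FPKM used here are CuffDiff2's own estimates, so agreement with its directions and fold changes was largely fixed in advance. The DESeq2 values come from the same alignments, so neither comparison is an independent test. Of the paper's 57 DESeq2 calls in the shared excerpt, 45 (78.9%) were CuffDiff2 calls.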

**Fig. 2:**
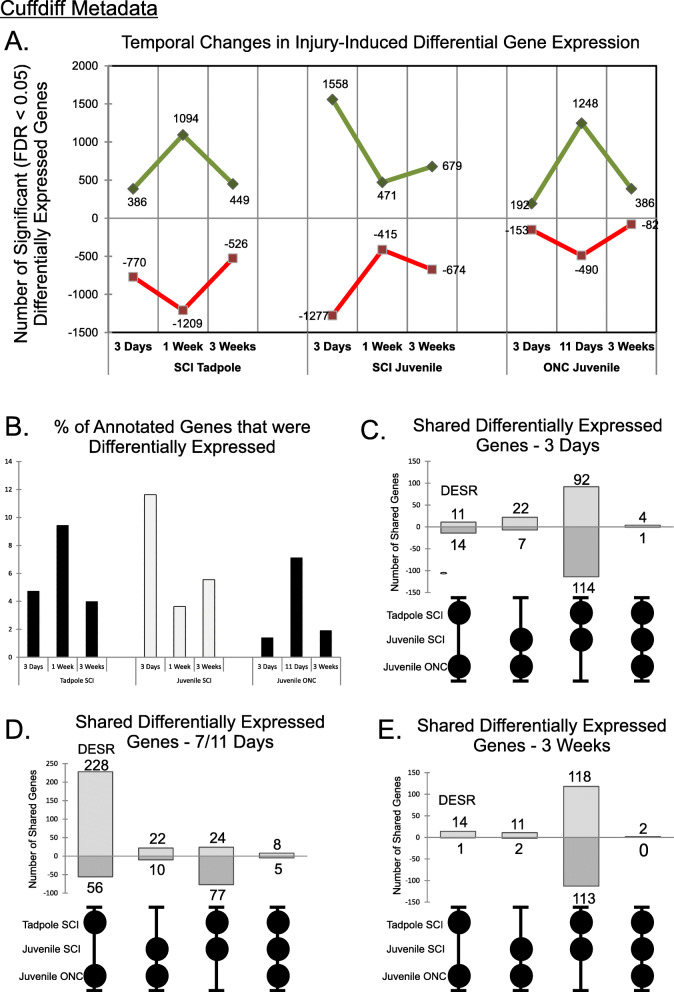
Temporal patterns of gene expression and shared injury-response genes between regenerative vs. non-regenerative tissues. **a** Regenerative tissues [i.e.*,* SCI tadpole hindbrain (SCI Tadpole) and ONC juvenile frog eye (ONC Juvenile)] shared similar temporal patterns of numbers of significant (FDR < 0.05) differentially expressed genes, which differed markedly from that of the non-regenerative tissue [SCI juvenile frog hindbrain (SCI Juvenile)]. Whereas the expression response of the two regenerative tissues peaked during the mid recovery phase (1 week/11 days), that of the non-regenerative tissue peaked at the early, post trauma phase (3 days). Up- and down-regulated genes are shown in green and red, respectively; S & L gene homeologs were tallied separately. **b** Plot illustrating the percentage of annotated genes that were significantly (FDR < 0.05) differentially expressed with injury (100% = 24,382 genes). Additional_File1_Differential_Expression_Analysis_by_Cuffdif.xlsm contains the CuffDiff2 output files from which A and B were derived. **c - e** UpSet plots illustrating the number of genes overlapping between the samples indicated by the circles below each bar at 3 days (**c**), 7/11 days (**d**), and 3 weeks (**e**) after injury. Numbers of shared up- and down-regulated genes are indicated above and below each bar, respectively. The maximum number of overlapping genes between the two successfully regenerative tissues (DESR: Differentially Expressed in Successful Regeneration) occurred during the peak phase of regenerative CNS axon outgrowth. Additional_File4_DESR_Data.xlsm contains the DESR data

We used an FDR ≤ 0.05 as the criterion for selecting differentially expressed genes without regard to fold-change, since cell types responding to axotomy represent only a subset of cells in each tissue, and regulatory genes typically exhibit smaller fold-changes in expression than structural genes. We did, however, filter out genes with expressions that fell below the minimal threshold in both the experimental and paired control samples (FPKM = 0.45; Fig. 1f2 [47]). Under these criteria and sampling conditions, differentially expressed genes generally had |log_2_(fold-changes)| > 0.3, and unadjusted *p* values of < 0.02. 

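Among the calls made with limma, the smallest absolute log2 fold change was 0.29 in the tadpole SCI hindbrain at 3 days, 0.33 at 7 days and 0.48 at 3 weeks. It was 0.20, 0.29 and 0.42 in the frog SCI hindbrain and 0.99, 0.44 and 0.47 in the ONC eye at the corresponding times. The 244 frog calls under 0.3 at 3 days left 89.0% of that comparison's calls above it. The largest unadjusted p among the calls of any comparison was 0.00551.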

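In the tadpole SCI hindbrain, 1.48% of the 24381 entries were called at 3 days, 4.0% at 7 days and 0.08% at 3 weeks. In the frog SCI hindbrain these shares were 9.12%, 1.17% and 0.33%, and in the ONC eye 0.17%, 2.53% and 0.54%. The tested entries numbered between 19588 and 22078 per comparison. With surgically naive eyes in place of contralateral eyes as the controls of the ONC eye, 4309 genes were called in place of 616 at 11 days, the largest shift of a share in percent of the entries, and 1412 in place of 42 at 3 days. Leaving out single libraries took the 3-week counts as low as 0 in the tadpole and 1 in the frog SCI hindbrain.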

The percentage of differentially expressed genes in each sample ranged from 1.4% (3 day, juvenile frog ONC eye) to 11.6% (3 day juvenile frog SCI hindbrain) of the total annotated *X. laevis* genome (Fig. 2b; 100% = 24,382 genes).

### Identifying shared features of injury-induced gene expression between axon-regenerative vs. non-regenerative CNS

The principal goal of this study was to identify cellular processes potentially shared between the two regenerative cases that were not shared with the non-regenerative case. The first indication that such processes existed came from the temporal patterns of numbers of differentially expressed genes (Fig. 2a). The numbers of such genes in the axon-regenerative tadpole SCI hindbrain and juvenile ONC eye both reached their maximum at the peak phase of regenerative axon outgrowth (7/11 days), whereas that of the non-regenerative, juvenile frog SCI hindbrain did so at 3 days.

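In the tadpole SCI hindbrain, 362 genes were called at 3 days (110 up, 252 down), 976 at 7 days (566 up, 410 down) and 20 at 3 weeks (5 up, 15 down). In the frog SCI hindbrain, 2223 genes were called at 3 days, 286 at 7 days (192 up, 94 down) and 81 at 3 weeks (47 up, 34 down). The 2223 split into 1483 up and 740 down, and with median-of-ratios scaling into 1042 up and 928 down. In the ONC eye, 42 genes were called at 3 days (34 up, 8 down), 616 at 11 days (484 up, 132 down) and 132 at 3 weeks (127 up, 5 down). The paper describes paired injury and control replicates for the tadpole, the 2 eyes of the same frogs for ONC, and for frog SCI controls shared by the 3 times, without naming pairs. Same-numbered libraries correlated after removal of group means with a mean r of 0.213 in the tadpole at 3 days, 0.111 at 7 days and 0.164 at 3 weeks, 0.139 in the frog SCI hindbrain at 3 days, and 0.351, 0.121 and 0.122 in the eye at the successive times. Of the 6 ways to pair the libraries, only the same-numbered one reached these values in the hindbrain. In the eye 2 of the 6 did at each time, so the pairs there are an assumption. With replicate number as a block, the calls were 1001, 1098 and 4 in the tadpole, 2976 in the frog SCI hindbrain at 3 days, and 149, 422 and 122 in the eye. When single libraries were left out, the count ranged from 78 to 2943 in the tadpole at 7 days and from 17 to 95 at 3 days, from 495 to 1665 in the frog SCI hindbrain at 3 days and from 14 to 215 at 7 days, and from 295 to 581 in the ONC eye at 11 days.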

To assess the degree to which these shared responses involved the same genes, we examined at each time point, the overlap among the three tissues (Fig. 2c,d,e). This analysis identified 324 genes that were differentially expressed in the two axon-regenerative CNS regions but not in the non-regenerative one. 

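The paper's Methods remove genes also present in the frog SCI hindbrain, while its results count oppositely changed genes as DESR genes. Here only genes called there in the same direction were removed, and those called in the opposite direction were kept. With this rule, 6 DESR genes were found at 3 days, 63 at 7/11 days and none at 3 weeks. At 3 weeks the tadpole had 3367 genes and the eye 2158 at an unadjusted p of at most 0.05. The DESR genes were 68 distinct genes over the 3 times. With replicate number as a block there were 9, 44 and 0, or 51 distinct genes. Among the alternatives, the 38 distinct genes without a minimal expression and the 279 with all groups of a tissue in one fit were the lowest and highest counts from fits of all libraries. Leaving out 1 replicate number gave 0 to 37.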

We termed these genes “Differentially Expressed in Successful Regeneration” (DESR genes: 253 up-regulated; 71 down-regulated, with some appearing at multiple time points). 

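The DESR genes found here were 6 up-regulated genes at 3 days and 58 up-regulated and 5 down-regulated genes at 7/11 days. Those at 3 days were ATF3, DDIT3, ECM1, MMP13, MMP2 and an entry of LEP, and 4 of them are on the paper's list for that time. The 5 down-regulated genes were FNDC7, JARID2, JHDM1D, KCNN3 and NAT16. Of the 63 genes, 56 are on the paper's list. FNDC7 fell by 1.43 in the tadpole hindbrain and by 1.33 in the eye on the log2 scale, the largest falls among them. All 293 entries that the paper lists for 7/11 days changed in the listed direction in both tissues. The list was selected for that direction on these same data, so this shows no stability. Over all tested genes, 148 of the 293 entries were called in the tadpole hindbrain and 107 in the eye, and adjustment over the list alone gave 282 and 264. With replicate number as a block, 147 and 64 were called over all tested genes. The median log2 fold change of the up-regulated entries was 0.49 in the tadpole hindbrain, 0.59 in the eye and -0.01 in the frog SCI hindbrain. For the down-regulated entries it was -0.50, -0.51 and 0.08. The list also leaves out genes that changed alike in the frog SCI hindbrain on these same data. Its frog medians, here and below, are thus partly set by that selection.

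**Figure D1:**
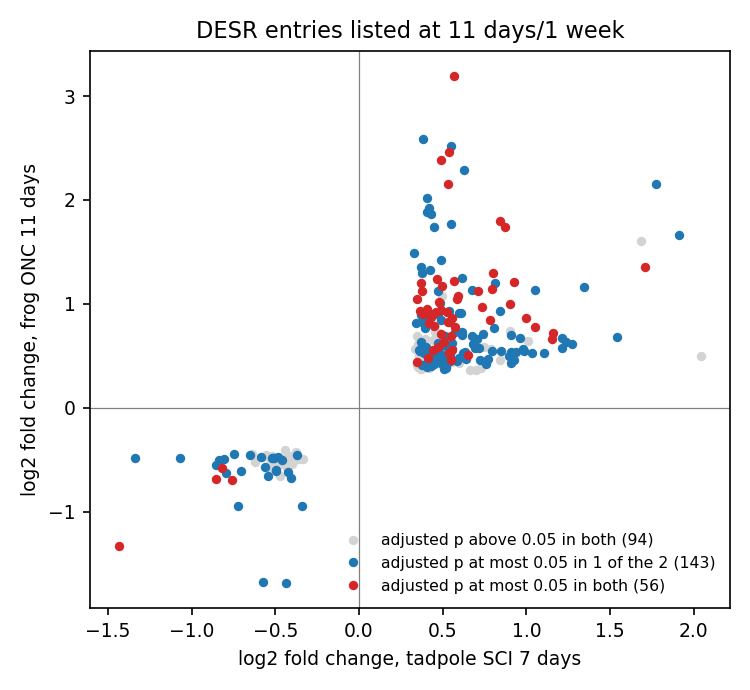
Log2 fold change of the 293 entries of the paper's list for 7/11 days in the tadpole SCI hindbrain (7 days, horizontal axis) and in the ONC eye (11 days, vertical axis). Each point is 1 entry, coloured by whether it was called in both tissues (56 entries), in 1 of them (143) or in neither (94).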

Although the differentially expressed genes in each individual tissue had a predicted FDR of < 0.05, because DESR genes were the result of combining data from two independent experiments, their expected FDR was actually much smaller (< 0.05^2^, which for 324 genes would be ~ 1 gene). 

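The calls of all 9 comparisons summed to 4738, of which the DESR genes, counted at each time, were 1.46%. At 7/11 days, 64 genes were called in the same direction in the tadpole hindbrain and the ONC eye, against 17.0 expected if the calls of both tissues were independent. At 3 days they were 7, against 0.3. The tadpole and frog SCI hindbrain shared 59 genes in the same direction at 3 days, against 18.2 expected, 7 at 7 days, against 7.6, and 2 at 3 weeks. The frog SCI hindbrain and the ONC eye shared 4 in the same direction at 3 days, against 2.9, and 8 at 7/11 days, against 5.4. In opposite directions, these 2 tissues shared 1 gene at 3 days and 15 at 7/11 days. The tadpole and frog SCI hindbrain shared 26 and 35 in opposite directions at 3 and 7 days, and the tadpole hindbrain and ONC eye 0 and 4. Genes within a tissue are not independent, so no p was attached to these counts.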

Overall, DESR genes comprised approximately 2.7% (324/12,059) of all the injury-induced, differentially expressed genes (Fig. 2c,d,e). This relatively small fraction indicated that the vast majority of differentially expressed genes in each tissue represented tissue-specific responses to axotomy. 

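The genes with the largest changes differed between tissues. In the tadpole SCI hindbrain at 3 days, RASD2 rose from 0.18 ± 0.0986 to 1.88 ± 0.0713 FPKM (SD, n = 3; log2 fold change 1.82, SE 0.16, adjusted p = 0.00423) and HOXB9 fell from 2.87 ± 0.504 to 0.312 ± 0.418 FPKM. At 7 days CHAC1 fell from 19.2 ± 12.4 to 2.62 ± 0.138 FPKM (log2 fold change -2.43). The gene with the largest rise was CRYGD, listed at 0 in all 3 controls and at 5.25 ± 4.13 FPKM after SCI. This is close to the 4.87 FPKM expected from the lens signal measured in these libraries. At 3 weeks CD274 rose by 1.94 and PSPH fell by 2.20 on the log2 scale. In the frog SCI hindbrain at 3 days SLN rose from 0 in every control to 7.31 ± 4.13 FPKM and CTXN3 went from 2.21 ± 0.802 FPKM to 0 in every operated library. AKR1D1 at 7 days (log2 fold change 2.18) and MOG at 3 weeks (1.42) rose most at the later times. In the ONC eye GRP fell from 14.2 ± 3.32 to 1.83 ± 0.189 FPKM at 3 days and CALB2 from 46.5 ± 5.2 to 19.9 ± 6.02 FPKM at 3 weeks. CRYGB (entry c.UniGene_Xl_S15825892) was listed at 0 in the 3 ONC libraries of 11 days and at 57800 ± 17000.0 FPKM in the contralateral eye. Crystallins together still held 34.3% to 42.9% of the FPKM of these ONC libraries, against 36.9% to 46.0% in the contralateral ones. This argues against a loss of lens tissue as the source of the 0. For this entry alone, an estimate that failed cannot be told from a loss of expression. From the small share of DESR genes, the paper concludes that most differentially expressed genes were tissue-specific responses to axotomy.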

The DESR expression data, segregated by time point and including information about related paralogs and homeologs, is provided in Additional_File4_DESR_Data.xlsm. Meta analysis conducted on DESeq2 data yielded very similar results (Additional_File3_DESeq2_Metadata.pdf), indicating that these findings were not simply an artifact of the differential expression algorithm.

We next used Principal Component Analysis to obtain an overview of the relationships among gene expression profiles of the various samples (Fig. 3). As implemented in the Tuxedo Protocol (of which CuffDiff2 is a part), PCA generates eigenvectors for each set of pooled biological replicates, with the angles between eigenvectors indicating how well gene expression profiles are correlated between conditions. Diminishing acute angles indicate more highly correlated expression profiles, and orthogonal and increasing divergent angles indicate poorly and negatively correlated profiles, respectively. 

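The PCA used log2(FPKM + 1) of the 20031 entries with a mean of at least 1 FPKM over the 51 libraries. The first component held 82.26% of the variance and the second 7.79%. On the first component the eye libraries had scores from 110.11 to 132.99 and the hindbrain libraries from -90.87 to -75.05. The division into hindbrain and eye accounted for 82.02% of the sum of squares and the 17 conditions for 95.54%. Among the alternatives, the 500 most variable genes moved the share of the first component most, to 96.69%.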

When all 17 conditions were analyzed (Fig. 3a), the close clustering of the eigenvectors of the eye samples and their large divergence from the closely clustered hindbrain vectors confirmed the conclusion from the overlap analysis that tissue of origin exerted the strongest influence on expression profiles. Developmental stage, injury condition, and time elapsed since injury exerted much less influence. Separate PCA of only the SCI hindbrain expression profiles (Fig. 3b) revealed that within this tissue, regenerative capacity exerted the next strongest influence, with axon-regenerative tadpole eigenvectors clustering separately from those of the non-regenerative juvenile frog. 

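Among the 30 hindbrain libraries (18442 entries) the first component held 64.34% of the variance, and stage, tadpole or frog, accounted for 53.55% of the sum of squares. Stage and regenerative capacity are the same division of these libraries. Within the 18 tadpole libraries the 3 times accounted for 56.7%, SCI or control over all times for 4.17% and the 6 conditions for 73.89%. Of 136 genes called in the tadpole at both 3 and 7 days, 121 changed in opposite directions, so the 4.17% averages over opposing responses. Within the 12 frog libraries SCI or control accounted for 18.76% and the 4 conditions for 48.09%. The shares of SCI or control therefore do not rank the tadpole and frog responses. With the 500 most variable genes the first hindbrain component held 75.13%.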

As indicated by the angles between eigenvectors, the injury responses of the axon-regenerative tadpole hindbrains differed more between the operated samples and their age-matched, unoperated controls than was the case for the non-regenerative frog hindbrains, which were more tightly clustered. Moreover, the large divergence between the SCI eigenvectors of their respective peak time points for differential expression (7 days for tadpole and 3 days for frog) indicated that these peak responses involved mostly different genes rather than differences in the timing of differential expression among the same genes. Similarly to tadpole SCI, the eigenvectors of the operated frog ONC eye also diverged extensively from those of their paired, contralateral unoperated eye controls (Fig. 3c). 

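Distances between libraries were taken as the root mean square difference in log2(FPKM + 1) over the expressed genes. The mean distance between SCI and control libraries, divided by the mean distance within these groups, was 1.23 at 3 days, 1.33 at 7 days and 1.15 at 3 weeks in the tadpole hindbrain. In the frog hindbrain it was 1.37, 1.16 and 1.19. In each of these 6 comparisons the real grouping had the largest ratio of the 10 splits of its libraries (exact one-sided permutation p = 0.1, the smallest that 3 against 3 libraries allow). The median ratio over all 9 comparisons was 1.19, and 1.14 with the 500 most variable genes.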

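The responses at the peak times, 7 days in the tadpole and 3 days in the frog SCI hindbrain, were compared over 19492 entries tested in both. Of the genes called, 201 were called in both, 94 in the same direction and 107 in opposite directions. Across genes, which are not independent replicates, the log2 fold changes correlated at r = 0.07 (Spearman's rho -0.06). The coefficient changed sign, to -0.08, among genes with at least 0.45 FPKM in every library, and to -0.10 without replicate 3. At 7 days in both, 42 genes were called in both stages, 7 in the same and 35 in opposite directions. A direct test of the difference between the tadpole and frog responses called 1215 genes at 3 days, 891 at 7 days and 16 at 3 weeks. From the divergence of the peak profiles, the paper concludes that these responses involved mostly different genes and not the same genes at different times.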

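The distance between ONC and contralateral libraries exceeded the distance within groups by a factor of 1.37 at 11 days (0.418 against 0.305), 1.10 at 3 weeks and 1.03 at 3 days. At 3 days 3 of the 10 splits of the libraries had a ratio as large (exact one-sided permutation p = 0.3), and at the later times only the real one. The first component of the 21 eye libraries (20114 entries) held 31.18% of the variance. ONC or contralateral accounted for 11.22% of the sum of squares of the 18 libraries from operated frogs and the 3 times for 36.19%. Genes called at 11 days and at 3 weeks numbered 114, and all of them changed in the same direction at both times.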

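The mean distance of the ONC libraries from the surgically naive eyes was 0.467 ± 0.078 (SD, n = 3) at 3 days, 0.469 ± 0.042 at 11 days and 0.355 ± 0.045 at 3 weeks. For contralateral libraries it was 0.435 ± 0.074, 0.362 ± 0.041 and 0.335 ± 0.024. The naive libraries lay 0.24 ± 0.006 from each other, so the libraries of 3 weeks remained farther from them than their own spread. With naive eyes as controls, 1939 genes were called in the ONC eye at 3 weeks.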

Also similar to tadpole SCI, the close proximity of the 3-week operated and contralateral unoperated eigenvectors with that of eyes from unoperated animals (termed surgically naïve) further indicated that by 3 weeks, the injury response had nearly, but not quite, returned to the pre-injury state. In addition, the divergence of the eigenvectors of all the contralateral unoperated controls diverged from that of surgically naive eye, consistent with the expectation arising from biochemical studies demonstrating that the unoperated eye in a unilateral ONC also responds to the injury [3, 41, 127]. This observation further supports our decision to compare operated eye with its unoperated contralateral control to better emphasize changes directly associated with regenerating an axon, as opposed to more generalized responses associated with the traumatic disruption of visual neural circuitry [3]. 

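Contralateral libraries were tested against the 3 naive libraries, a comparison for which these controls were not paired. At 3 days 22 genes were called (2 up, 20 down), at 11 days 1985 (921 up, 1064 down) and at 3 weeks 1781 (952 up, 829 down). Same-numbered libraries correlated with a mean r of 0.155 at 3 weeks, where a block for replicate number gave 2073 genes. All groups of the tissue in one fit gave 861, 946 and 32 genes, and leaving out single libraries 0 to 1680, 395 to 1608 and 47 to 1570. The ratio of distances was 1.19, 1.42 and 1.32. At 3 days CYP1A1 was at 0.174 ± 0.108 FPKM in the contralateral and 5.61 ± 2.77 FPKM in the naive eye (SD, n = 3; adjusted p = 0.0382). At 3 weeks GGT7 was higher (5.69 ± 2.21 against 0.458 ± 0.167 FPKM) and INHBB lower (0.105 ± 0.11 against 6.15 ± 2.98 FPKM) in the contralateral eye. Of the 11-day libraries all 3 contralateral ones carry the letter B and no naive one does, so letter and condition cannot be told apart there, whereas no library of 3 weeks carries it. The paper relates the divergence of these groups to biochemical studies in which the unoperated eye also responded to the injury.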

Because the bilateral nature of SCI abrogated such a distinction in hindbrain, this comparison in eye acted as an additional filter in the three-way comparison, to resolve those injury-induced differences most directly related to axon regeneration from those related more generally to trauma. Scatterplot PCAs (Additional_File5_PCA_Scatterplot.pdf) generally confirmed the eigenvector PCA analyses, while revealing additional details about the variability of individual biological replicates. For example, the known variability of the ONC injury response at its beginning [3, 41, 151] was readily visible in the PCA scatterplots at 3 days. Similarly in the scatterplots of tadpole SCI hindbrain at 3 weeks, two of three replicates of the operated animals clustered closely with their age-matched unoperated controls, suggesting that animals in these two groups had recovered more fully than had those of the third. Such variability is consistent with the large amount of variability seen from behavioral studies of full recovery times from SCI in tadpoles [11, 42].

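At 3 days the mean distance within a group was 0.407 ± 0.039 (SD, n = 3) among ONC and 0.492 ± 0.079 among contralateral libraries. At 11 days it was 0.337 ± 0.032 and 0.272 ± 0.021, and at 3 weeks 0.274 ± 0.016 and 0.271 ± 0.004. The spread at 3 days was thus as wide in the contralateral as in the ONC eye. Both groups mixed libraries with and without the letter B, 2 of 3 ONC and 1 of 3 contralateral libraries, and these 3 against the other 18 accounted for 22.62% of the sum of squares of the eye libraries.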

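The 3 tadpole SCI libraries of 3 weeks lay at mean distances of 0.328, 0.285 and 0.26 from their controls (replicates 1, 2 and 3), which lay 0.269 ± 0.007 (SD, n = 3) from each other. Replicate 1 was thus the farthest and replicate 3 within the distance among controls.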

**Fig. 3:**
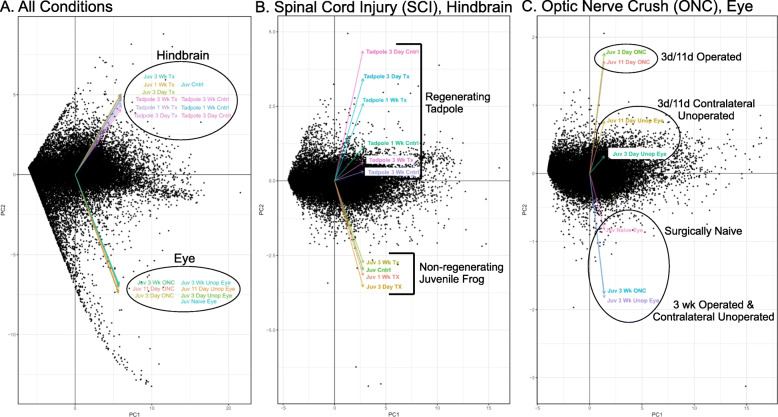
Eigenvector representation of the Principal Component Analyses (PCA) of gene expression profiles. Eigenvectors depict relative degrees of similarity among data sets, as indicated. Black points represent individual genes plotted against the principal axes of similarity (PC1, PC2). **a,** PCA of all 17 experimental conditions and controls. **b,** PCA of SCI hindbrain samples and their unoperated controls. **c,** PCA of ONC operated eye expression profiles, as well as those of their paired, contralateral unoperated control eyes and eyes of uninjured animals (surgically naive). Abbreviations: Cntrl, control hindbrain; Juv, juvenile (1–3 month post-metamorphic) frog; ONC, optic nerve crush; PC1, principal component axis 1; PC2, Principal Component axis 2; SCI, spinal cord injured; Tx, spinal cord transection; Unop, unoperated eye, contralateral to the ONC; Wk, week. Additional_File5_PCA_Scatterplot.pdf shows PCA scatterplots

### Identifying functional processes in successful CNS axon regeneration

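The genes named in this paragraph, apart from the LEP entry marked below, were taken from the paper's list at the times it gives. LEP has 2 entries. That on chromosome 3L (c.Park201106_X003740, 78235027 to 78236810) rose in the eye from 1.19 ± 0.283 to 6.96 ± 1.54 FPKM at 3 days (SD, n = 3; log2 fold change 2.13, SE 0.21, adjusted p = 0.0217) and from 5.05 ± 1.08 to 13.7 ± 2.51 FPKM at 11 days (1.36, SE 0.18, adjusted p = 0.0054). In the tadpole hindbrain it was listed at 0 in all controls and at 0.266, 0.694 and 1.4 FPKM at 3 days and 1.1, 1.19 and 1.12 FPKM at 7 days. The frog SCI hindbrain had it at 0 in all controls, at 0.181, 0.307 and 0.569 FPKM at 3 days and at 0.295, 0.151 and 0 FPKM at 7 days, too low to be tested. Summed over both entries, LEP was at 0.754 ± 0.156 against 0.115 ± 0.199 FPKM there at 7 days, without overlap. The naive eyes held 2.42, 7.0 and 5.4 FPKM, and against them the 3-day call was lost. The other entry (c.XGI_TC422562), not on the paper's list, rose in the eye from 0.122 ± 0.0748 to 13.5 ± 0.925 FPKM at 3 days and from 0.136 ± 0.124 to 22.5 ± 6.22 FPKM at 11 days, the largest rises of these comparisons. SOCS3 on chromosome 9_10L (18816877 to 18820128) rose at 3 days by 1.26 in the tadpole hindbrain, 2.11 in the eye (7.75 ± 1.91 against 1.4 ± 0.426 FPKM) and 0.82 in the frog SCI hindbrain on the log2 scale, each called. FABP7 (5L, 66879789 to 66883700) rose at 7 days from 1140.0 ± 33.4 to 2660.0 ± 304 FPKM in the tadpole hindbrain (adjusted p = 0.00813), and its rise of 0.67 in the eye was not called (adjusted p = 0.164). SOX11 (5S) was called in both, at log2 fold changes of 0.53 and 2.15, as was SDCBP (6L), at 0.41 and 0.48. Both calls of SDCBP were lost with replicate number as a block. MAPK8 (7L) was called in the tadpole hindbrain (0.41, adjusted p = 0.0289) but not in the eye (0.43, adjusted p = 0.119). PRPH (2L) rose at 3 weeks in the eye from 21.6 ± 1.31 to 71.8 ± 15 FPKM. Over 211 fold changes of named genes, leaving out single libraries cost most calls, and among the fits of all libraries the replicate block did, with 32 values losing and 9 gaining a call.

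**Figure D2:**
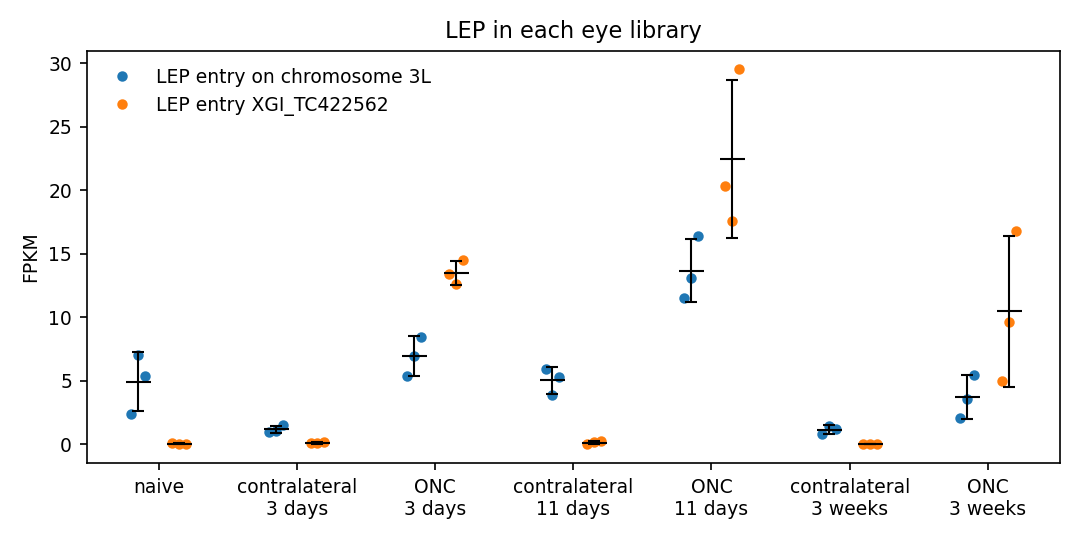
FPKM of the LEP entries in each eye library (vertical axis) by condition (horizontal axis). Points are libraries, and bars give the mean ± SD of 3. The entry c.XGI_TC422562 was listed at 0 in all contralateral libraries of 3 weeks and at 4.96, 9.65 and 16.8 FPKM in the ONC libraries.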

An initial examination of DESR genes supported their biological relevance to CNS axon regeneration, since many had been previously implicated in aspects of neural injury, including (but not exclusive to) axon regeneration [e.g., *socs3* (Suppressor of Cytokine Signaling 3 [32, 107, 134, 151]), *leptin* [9, 13], *fabp7* (fatty acid binding protein 7, a.k.a. brain-lipid binding protein [6, 42, 52, 111]), *mapk8* (JNK1 [51, 97]), *sox11* [95]; *sdcbp* (syntenin [158]), and *prph* (peripherin [41, 84], among others]. 

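TMSB4X (2L, 104466879 to 104468200) was at 1120.0 ± 90.1 FPKM in the tadpole SCI hindbrain at 7 days and 817 ± 87.6 in its control (SD, n = 3), and at 1030.0 ± 201 FPKM in the ONC eye at 11 days and 617 ± 90.4 in the contralateral eye. Its log2 fold changes of 0.45 and 0.73 were not called (adjusted p = 0.0825 and 0.103), nor were those of ANXA5 (1L), 0.44 and 0.41. CRABP2 (8L) was called in the eye (0.69, adjusted p = 0.0138) but not in the tadpole hindbrain (0.67, adjusted p = 0.13), and C9 (1L) likewise (1.25, adjusted p = 0.0477, and 0.62). The order was the reverse for TOP2A (9_10L), which rose from 8.51 ± 1 to 20.4 ± 2.72 FPKM in the tadpole hindbrain (adjusted p = 0.00384) and by 0.57 in the eye (adjusted p = 0.212), and for RRM2 (5L), with 0.96 (adjusted p = 0.0151) and 0.68 (adjusted p = 0.0829). Against surgically naive eyes in place of contralateral eyes, TOP2A and RRM2 fell in the ONC eye, by 0.73 and 0.12. None of the 6 genes was called in the frog SCI hindbrain at 7 days.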

The hypothesis that CNS axon regeneration also shares functional processes with other forms of tissue regeneration was supported by some DESR genes having been previously implicated in successful regeneration in other contexts, including axolotl limb [e.g., *tmsb4x* [73, 109], *anxa5* [62], and *crabp2* [85])] and mammalian liver [e.g., *top2A* (DNA topoisomerase 2a [28], *C9* (complement C9 [112, 133]), and *rrm2* (ribonucleoside reductase regulatory subunit M2 [77])].

Thus, we felt justified in using DESR genes to further explore potential cellular processes in successful CNS axon regeneration. For this analysis, we combined two approaches. First, we conducted an automated gene ontology analysis (GO term; Metascape [141]) of the DESR genes at the peak period of regenerative axon outgrowth (1 week/ 11 days for SCI hindbrain and ONC eye, respectively), for significant enrichment (−log_10_(P) > 4) of processes associated with these genes. This analysis primarily yielded GO terms related to cell division and mitotic control, inflammatory responses, innate immunity, wound healing, and stress responses, as well as terms associated with RNA trafficking and turnover, JAK/STAT signaling, development and differentiation, myeloid cell activity, control of gene expression and chromatin remodeling, microfilament/microtubule dynamics, and cellular metabolism. Because relatively few DESR genes were represented at the early and late time points, GO term analysis for these time points was less fruitful, since many genes were omitted. Thus, we complemented the GO term analysis with a manual survey of every DESR gene’s known functions. For this stage of the analysis, we consulted PubMed and Gene Cards for the known functions related to each gene’s orthologs across species, paying special attention to functions related to injury (both traumatic and disease-related) and regeneration (both neural and non-neural), as well as processes identified by the GO term analysis. These functions are listed for each gene individually in Additional_File4_DESR_Data.xlsm. We then grouped DESR genes into categories. The results of this combined summary analysis, with genes arranged according to functional categories and time of differential expression in axon-regenerative CNS regions, are presented in Additional_File6_DESR_Functional_Categories.pdf.

In this analysis, DESR genes fell into eleven such categories (Fig. 4; ordered from largest to smallest): Inflammatory Response and Wound Healing, Cytoskeletal, Cell Signaling, Intracellular Transport, Post-transcriptional Regulation of gene expression, Epigenetic control of gene expression, Axon Outgrowth (tropic and trophic effectors and inhibitors), DNA Replication/Repair, Lipid Metabolism, Transcription Factors, and Cellular Metabolism. 

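The 293 entries that the paper lists for 7/11 days were grouped by its own categories. Of 63 entries under Inflammatory Response and Wound Healing, 51 listed as up-regulated, 28 were called in the tadpole hindbrain, 19 in the eye and 7 in both. Of 37 under Cell Signaling, where 21 are listed as down-regulated, these counts were 19, 9 and 6. Intracellular Transport held 25 entries (16, 12 and 8 called), Axon Outgrowth 18 (11, 10 and 5), Lipid Metabolism 15 (5, 6 and 2) and Cellular Metabolism 8 (4, 1 and 1). The median log2 fold change of the up-regulated entries lay between 0.44 and 0.87 in the tadpole hindbrain and between 0.42 and 1.14 in the eye for all 11 categories. These medians lay in the frog SCI hindbrain between -0.15 and 0.05, where the selection of the list disfavoured changes in the same direction.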

All eleven categories were represented during the peak regenerative phase, reflecting the wide range of cellular processes that are active then. Five of these eleven were limited to just the peak phase, indicating these processes were relatively inactive at other time points: 1) Cell Signaling, 2) Intracellular Transport, 3) Axon Outgrowth, 4) Lipid Metabolism, and 5) Cellular Metabolism.

**Fig. 4:**
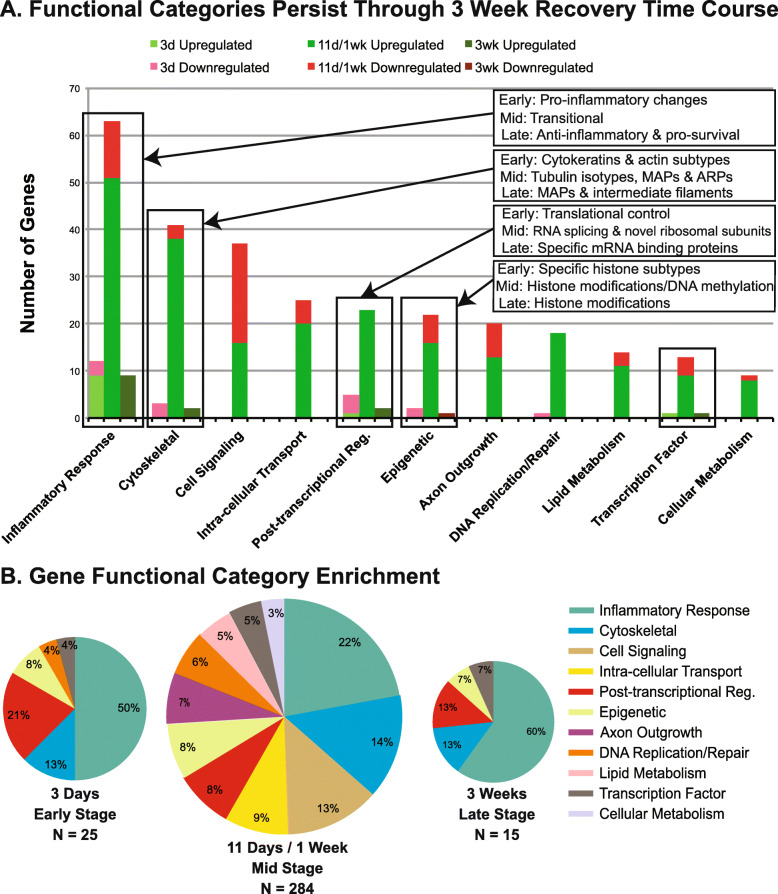
Grouping DESR genes by known functions provided insights into processes underlying successful CNS axon regeneration. **a** Curating DESR genes based on functions documented in the scientific literature (see text for details) parsed them into eleven categories. Vertical boxes outline functional categories present at all three time points. Boxes with arrows list prominent functional sub-categories at the different time points (see text for details). Green shades, upregulated genes; red shades, down-regulated genes (S & L homeologs tallied separately).**b** Pie charts display data from (**a**) according to each category’s relative contribution (%) to the total number of DESR genes and are scaled in size to reflect the total number of DESR genes at each time point (N). Additional_File6_DESR_Functional_Categories.pdf contains a list of the DESR genes, separated by time point and category, along with relevant literature citations supporting the functional categorization. Because functions are mostly based on mammalian studies, and *Xenopus* generally has more than one homeolog for each human gene, they are listed without regard to which homeolog is differentially expressed. Detailed data for individual homeologs are in Additional_File4_DESR_Data.xlsm

DNA Replication/Repair DESR genes were found at only the early and middle time points. 

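HP1BP3 (c.Ueno201210muscle_X000350, Scaffold72, 280222 to 286647) was measured at 3 days in all 3 tissues. In the tadpole hindbrain it was at 24.3 ± 5.49 FPKM after SCI and 30.4 ± 3.19 in controls (SD, n = 3; log2 fold change -0.33, SE 0.15, adjusted p = 0.245). In the eye it was at 9.74 ± 4.72 after ONC and 19.5 ± 15.1 in the contralateral eye (-0.73, SE 0.63, adjusted p = 0.895). After frog SCI it was at 21.3 ± 6.7 against 13.8 ± 4.12 FPKM (0.60, SE 0.24, adjusted p = 0.14). Operated and control libraries overlapped in each tissue. The rise in the frog was called only with replicate number as a block. In the eye, where same-numbered libraries were assumed to come from the same frogs, the block gave all 14 falling entries listed at 3 days an unadjusted p of at most 0.05. HP1BP3 is among them, and without the block 2 of the 14 had such a p.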

At the early time point, one gene in this category was down-regulated in successful but up-regulated in unsuccessful CNS axon regeneration, suggesting it is important for determining regenerative success (*hp1bp3*, a mitotic checkpoint protein involved in maintaining heterochromatin integrity during the G1/S transition [30, 31]). At the middle time point, 5 additional mitotic checkpoint proteins were upregulated, suggesting mitotic checkpoint-related genes are especially important for promoting the peak phase of regenerative outgrowth. 

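All 18 entries of this category on the list for 7/11 days rose in both tissues, with medians of 0.87 in the tadpole hindbrain and 0.54 in the eye on the log2 scale, against 0.04 in the frog SCI hindbrain. Of them 14 were called in the tadpole hindbrain, 2 in the eye and 1 in both. A list of cell division genes, chosen independently of the paper's list, had 38 tested entries in the tadpole hindbrain at 7 days. All 38 rose and 31 were called, with a median of 0.91. In the ONC eye at 11 days 35 of 37 entries rose, with a median of 0.33, and 0 were called. Against naive eyes the contralateral eye of 11 days lay lower on the same list, with a median of -0.71 and 24 entries called.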

Because injured neurons are post-mitotic, these checkpoint genes may have other functions in regeneration than regulating mitosis. In that regard, mitotic checkpoint genes are increasingly understood as important for giving cells time to rearrange their chromosomes in preparation for major changes in gene expression [90]. The remaining twelve up-regulated genes at 7/11 days are typically considered to be more directly involved in DNA replication and repair. They may thus reflect the proliferation of glia and myeloid cells that influence the injury response, since the axotomized neurons themselves are post-mitotic. 

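At 3 weeks the median log2 fold change of the cell division list was -0.01 in the tadpole SCI hindbrain, a value whose sign changed with median-of-ratios scaling, and 0.11 in the ONC eye. At 3 days it was -0.51 in the tadpole SCI hindbrain, where 21 of 39 entries were called lower than in controls, and 0.21 in the ONC eye.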

None of these DNA Replication/Repair genes were found at 3 weeks, indicating that by this time, such activities were no longer active.

The remaining five categories spanned all three time points, providing insights into how these functions evolved throughout recovery. The largest category comprised Inflammatory Response DESR genes. These genes represented functions related to regulating inflammation, innate immunity, wound healing, and cell survival responses, as well as tissue repair and regeneration. Such genes are known principally from mammalian studies, wherein inflammation is crucial for initiating and maintaining pro-regenerative responses to injury [16]. However, because inflammation also damages tissues, it has been difficult from mammalian studies to parse inflammation-related pro-regenerative genes from those detrimental to recovery. Their preferential up- or down-regulation in *Xenopus* axon-regenerative CNS tissues thus provides clues as to which genes are beneficial to regeneration. Moreover, the involvement of many of these genes in wound responses and inflammation is known from studies that either included the injury site or involved non-neural tissues, such as liver or fish tail fin. Thus, their identification in this study also shows their relevance extends more broadly, beyond tissue repair, to CNS axon regeneration. 

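The paper's list for 3 days holds 9 up-regulated entries under Inflammatory Response, and their median log2 fold change was 0.94 in the tadpole hindbrain, 1.95 in the eye and 0.43 in the frog SCI hindbrain. Of them 4 were called in the tadpole hindbrain and 7 in the eye, and 4 in both. Beside SOCS3 these were ECM1 (8S, 90991840 to 91001416), at 4.7 ± 0.99 against 2.19 ± 0.347 FPKM in the tadpole hindbrain and 29.2 ± 4.1 against 7.23 ± 1.32 in the eye (SD, n = 3; adjusted p = 0.0314 and 0.0152), MMP13 (2L, 162990685 to 162999475), with log2 fold changes of 1.01 and 1.62, and MMP2 (9_10S, 26320302 to 26331725), with 1.01 and 2.79. In the tadpole hindbrain MMP13 reached only 0.898 ± 0.252 FPKM and MMP2 0.817 ± 0.292 FPKM. CEACAM8 (7L) and EPX (2L) were called in the eye only.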

At the early time point, up-regulated Inflammatory Response DESR genes (i.e.*,* recovery promoting) were dominated by ones typically considered pro-inflammatory (7 genes) and genes activated by JAK/STAT signaling through cytokine receptors (3 genes). 

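KRT6A (2S, 130774170 to 130780874) was at 1.61 ± 1.37 FPKM in the tadpole SCI hindbrain and 5.27 ± 4.14 in controls (SD, n = 3; log2 fold change -1.38, SE 0.54, adjusted p = 0.193), and at 37 ± 25 FPKM in the ONC and 64.4 ± 26.2 in the contralateral eye (-0.92, SE 0.54, adjusted p = 0.878). The OCM2 entry on chromosome 9_10L was at 0.614 ± 0.241 against 3.55 ± 4.6 FPKM and 32.6 ± 21.5 against 71.6 ± 16.4 FPKM, and that on 9_10S at 0.262 ± 0.243 against 0.93 ± 1.08 and 21.1 ± 12.5 against 41.8 ± 18.7 FPKM. Against contralateral eyes and without pairing no fall of these 3 entries was called, and operated and control libraries overlapped in each case. Against naive eyes both OCM2 entries were called in the ONC eye. KRT6A was called in the tadpole hindbrain with replicate number as a block, and then of the 14 falling entries listed at 3 days 7 in place of 0 were called there and 1 in place of 0 in the eye, with an unadjusted p of at most 0.05 for 12 in place of 9 and for 14 in place of 2. Skeletal muscle genes fell in the same eyes, with a median of -0.50, and skin genes by a median of -0.09. In the tadpole SCI hindbrain at 3 days skin genes fell by a median of -0.42, with 4 of 20 above 0.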

The two down-regulated genes in this category (i.e., recovery inhibiting) at this early time point were a cytokeratin that is otherwise up-regulated at mammalian wound sites (*krt6a*) and a pro-inflammatory, calcium-binding protein secreted by macrophages (*ocm2*). At the middle time point marking the peak axon-regenerative response, there were two up-regulated pro-inflammatory genes held over from 3 days, and seven new ones, along with many additional up-regulated genes implicated in other inflammatory and wound-healing processes: protein ubiquitination and turnover (11 genes), chaperones (4 genes), cell survival and tissue repair (10 genes), stress response (7 genes), myeloid cell activity (5 genes), and the transition from M1 to M2 macrophages (3 genes). Conversely, down-regulated DESR genes (i.e., regeneration inhibiting) at the middle time point included genes previously associated with exacerbating inflammation, cell death, and scar formation (10 genes), genes associated with oxidative stress (2 genes), myeloid cell activities (2 genes), and with maintaining the blood-brain barrier (1 genes), plus a heat-shock protein (1 gene). 

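The 51 up-regulated entries of this category at 7/11 days had median log2 fold changes of 0.46 in the tadpole hindbrain and 0.57 in the eye, with 24 and 17 called. The 12 down-regulated entries had medians of -0.51 and -0.53, with 4 and 2 called and 0 called in both tissues, although 10 had an unadjusted p of at most 0.05 in both. The paper groups the down-regulated genes of this phase as inhibiting regeneration.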

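The list for 3 weeks holds, among others of this category, SLC44A2, A2M, IRF8, MST1, SYT11, PLAT, IFITM3 and LTF. These rose in the tadpole hindbrain, by 0.33 to 1.07 on the log2 scale, and in the eye, by at least 0.53, as their selection required. None of them was called in the tadpole hindbrain, where only 20 genes were called in all, and A2M (7S, 184 ± 75.2 against 46.5 ± 5.5 FPKM; SD, n = 3; adjusted p = 0.0151) was called in the eye. Unadjusted p was at most 0.05 in both tissues for each of them but LTF, which was at 11.3 ± 18.9 against 1.39 ± 1.66 FPKM in the tadpole hindbrain, where its rise became a fall of 0.65 without operated replicate 1.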

At the late time point (3 weeks), all nine Inflammatory Response DESR genes were up-regulated genes previously implicated in protecting cells from detrimental hyper-inflammation and in promoting cellular repair and regeneration, mostly in contexts not previously directly associated with CNS axon regeneration.

The second largest category of DESR genes found at all three time points were those associated with the cytoskeleton. 

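The list for 3 days holds 3 entries in the Cytoskeletal category, KRT75 (2L, 150553609 to 150559588), ACTA1 (4L, 25648864 to 25653741) and ACTC1 (8L, 89545702 to 89552165). Their median log2 fold change was -0.79 in the tadpole hindbrain and -0.80 in the eye, and 0.45 in the frog SCI hindbrain. KRT75 was at 1.8 ± 0.879 against 4.11 ± 1.29 FPKM in the tadpole hindbrain (SD, n = 3; adjusted p = 0.085) and ACTA1 at 193 ± 34.6 against 342 ± 93.9 FPKM in the eye (adjusted p = 0.549). None of the 3 was called in either tissue. ACTA1 and ACTC1 are expressed in muscle, and a list of skeletal muscle genes fell in the same libraries, with a median of -0.45 in the tadpole hindbrain that rose to 0.001 without control replicate 3.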

At three days, all four cytoskeletal-related DESR genes were down-regulated: two cytokeratins and two specific actin subtypes. One of the cytokeratins, *krt6a* (previously mentioned in wound healing), has been previously associated with epithelial lesions in mice [153]. Knocking it out makes such wounds more fragile [153], suggesting that in the CNS, this gene helps remodel tissues to promote early stages of axon outgrowth. Moreover, because our sampled tissues did not include the lesion, this function is likely important even at distances removed from the injury site itself. At the peak phase of regenerative axon outgrowth, all the cytoskeletal-related DESR genes were specific tubulin and actin subtypes, along with proteins associated with regulating microtubule- and microfilament-mediated transport and dynamics. All but four were up-regulated (27 total). 

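The list for 7/11 days holds 43 entries in this category, 38 up-regulated and 5 down-regulated. The up-regulated entries had median log2 fold changes of 0.47 in the tadpole hindbrain, 0.70 in the eye and 0.01 in the frog SCI hindbrain, with 17 called in the tadpole hindbrain, 18 in the eye and 8 in both. Their rises in the eye ranged from 0.36 to 2.52. Of the 5 down-regulated entries 1 was called in each tissue.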

Collectively, they emphasized the importance of microfilament and microtubule-associated dynamics for axon outgrowth, intracellular transport, cell motility, and cellular proliferation for successful axon-regeneration, while at the same time confirming and extending the identification of specific genes associated with these processes in CNS axon regeneration. For example, *tuba1a* and *tubb2b,* which are neuronal α- and β-tubulin subtypes, had been previously associated with developing and regenerating CNS axons [88, 144], whereas *dynnl2*, a minus end-directed microtubule motor protein involved in the retrograde transport of proteasomes, is novel to axon regeneration. 

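Of the TUBA1A entries, that on chromosome 2L (137411232 to 137415781) rose in the eye at 11 days from 88.7 ± 8.78 to 513 ± 90.1 FPKM (SD, n = 3; SE of the log2 fold change 0.16, adjusted p = 9.1e-05) and in the tadpole hindbrain at 7 days by a log2 fold change of 0.55, which was not called (adjusted p = 0.0519). That on 9_10S was called in both (0.59 and 1.05), although not in the eye with replicate number as a block. TUBB2B on 6L (85886533 to 85891895) and 6S (64970428 to 64976349) was called in the eye, with 1.74 and 2.29, but not in the tadpole hindbrain, with 0.45 (adjusted p = 0.117) and 0.63 (adjusted p = 0.0565). DYNLL2 (1L, 151458786 to 151460773) was at 66.9 ± 9.44 against 52.7 ± 3.79 FPKM in the tadpole hindbrain and 56.1 ± 24 against 36.4 ± 8.48 FPKM in the eye, and neither difference was called (adjusted p = 0.111 and 0.301).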

At the late time point, there were only two cytoskeletal-related DESR genes, both of which were up-regulated. They were an intermediate filament gene, *prph* (*peripherin*), which was already known to be up-regulated in both reactive glia and regenerating optic axons in *Xenopus* [41, 84]. *Prph* was also up-regulated in both regenerative and non-regenerative cases at earlier time points, but its preferential up-regulation at 3 weeks in axon-regenerative CNS over non-regenerative CNS suggests its importance in successful regeneration persists into late recovery. 

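The PRPH entry listed for 3 weeks (c.Audic201207_X009865, 137517569 to 137534233) was at 182 ± 10 FPKM in the tadpole SCI hindbrain at that time and 131 ± 14 in controls (SD, n = 3; log2 fold change 0.47, adjusted p = 0.102), with a log2 fold change of 1.69 in the eye (adjusted p = 0.00185) and -0.11 in the frog SCI hindbrain (adjusted p = 0.756). At 7/11 days it rose by 0.49 in the tadpole hindbrain, 2.09 in the eye and 0.66 in the frog SCI hindbrain, all called, and at 3 days by 0.73 in the frog SCI hindbrain, called, while the changes of -0.18 in the tadpole hindbrain and 0.18 in the eye were not. A further PRPH entry (c.Taira201203st30_X000445) was called at 7/11 days in the tadpole hindbrain and the eye and not in the frog SCI hindbrain (log2 fold changes 0.61, 2.08 and 0.42).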

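EBF3 (c.Taira201203heart_X002410, 1L, 6800708 to 6874486) was at 4.46 ± 0.168 FPKM in the tadpole SCI hindbrain at 3 weeks and 3.27 ± 0.094 in controls (SD, n = 3; adjusted p = 0.138), and at 10.1 ± 1.57 FPKM in the ONC and 5.24 ± 0.627 in the contralateral eye (log2 fold change 0.88, SE 0.14, adjusted p = 0.0295). Its level after frog SCI was 1.41 ± 0.0682 against 1.76 ± 0.16 FPKM (adjusted p = 0.366).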

The remaining up-regulated cytoskeletal-related gene at 3 weeks, *ebf3*, has dual functions in promoting microtubule bundling and as a transcription co-factor that inhibits gliogenesis [17, 72], suggesting novel functions for promoting recovery during the late phase.

The third category of DESR genes represented at all three time points comprised genes involved in post-transcriptional control of gene expression. Post-transcriptional control of gene expression is already known to be important for successful CNS axon regeneration [51, 76], but the specific genes involved are still being discovered. This study suggests new genes. For example, at the early time point, DESR genes in this category primarily reflected changes in translational control of mRNAs. This is an understudied, potentially important function for promoting successful recovery from CNS injury, because stressed cells utilize cap-independent mRNA translation to ensure that proteins needed for survival are synthesized, while they simultaneously inhibit cap-dependent translation to facilitate cellular reprogramming in preparation for the next phase of the stress response [64]. Our data identified *eif5b*, a translation initiation factor that promotes IRES-dependent mRNA translation [38], as one such gene potentially important for CNS axon regeneration. 

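EIF5B (c.TXGP201107_X002032, 2L, 111342640 to 111390430) was at 2.77 ± 0.433 FPKM in the tadpole SCI hindbrain at 3 days and 1.93 ± 0.34 in controls (SD, n = 3; log2 fold change 0.43, adjusted p = 0.155). In the eye it was at 8.69 ± 5.58 FPKM after ONC and 2.53 ± 0.158 in the contralateral eye (1.42, SE 0.41, adjusted p = 0.485). Operated and control libraries did not overlap in either tissue, which in a single tissue chance gives for 10% of genes with 3 against 3. The change in the eye was called only with all eye groups in one fit.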

Another Post-transcriptional Regulation DESR gene at 3 days was a 60S ribosomal protein, *rplp1*, which is essential for brain development due to its effects on cyclin and p63 protein expression [103]. During neural development, specific ribosomal proteins are often needed for selective translation of individual mRNAs [132], and this gene was down-regulated in the two regenerative tissues but up-regulated in non-regenerative frog SCI hindbrain, suggesting a purposeful role in determining regenerative success. 

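RPLP1 (6L, 149157739 to 149162046) was at 415 ± 110 FPKM in the tadpole SCI hindbrain and 565 ± 80.9 in controls (SD, n = 3; adjusted p = 0.182), at 229 ± 171 FPKM in the ONC and 536 ± 519 in the contralateral eye (adjusted p = 0.895), and at 170.0 ± 55.6 FPKM in the frog SCI hindbrain and 131 ± 77.1 in controls (adjusted p = 0.436). The log2 fold changes were -0.47, -0.98 and 0.50. Operated and control libraries overlapped in each tissue, and only the fall in the tadpole hindbrain was called with replicate number as a block. In the eye its unadjusted p was then at most 0.05, as for all 14 falling entries listed at 3 days.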

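All 23 entries of this category on the list for 7/11 days rose in the tadpole hindbrain, by 0.35 to 0.81 on the log2 scale, and in the eye, by 0.38 to 1.20, as their selection required, and their median in the frog SCI hindbrain was -0.01. Of them 7 were called in the tadpole hindbrain, 3 in the eye and 1 in both, and 17 had an unadjusted p of at most 0.05 in both.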

The middle time point saw the up-regulation, and no down-regulation, of multiple Post-transcriptional Regulation DESR genes, spanning a range of RNA-related functions, including eight splicing factors, four additional ribosomal subunits, five mRNA translation initiation and elongation factors, and three regulators of mRNA trafficking and turnover. These most likely represent post-translational aspects of the onset of expression of the many genes involved in CNS axon regeneration. Most of these DESR genes were newly implicated here in CNS axon regeneration, although a few had been implicated previously in related contexts. 

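SNRPD3 (1L, 152388052 to 152394280) rose at 7 days in the tadpole SCI hindbrain from 40.3 ± 1.34 to 54.4 ± 5.22 FPKM (SD, n = 3; adjusted p = 0.0363), and at 11 days it was at 75 ± 14.5 FPKM in the ONC and 50.8 ± 7.01 in the contralateral eye (adjusted p = 0.114). SNRPN (9_10S, 27155710 to 27160870) was at 32.8 ± 8.58 against 23.7 ± 6.37 FPKM in the tadpole hindbrain (adjusted p = 0.217) and 32.7 ± 4.18 against 24.2 ± 3.86 FPKM in the eye (adjusted p = 0.163).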

For example, two up-regulated splicing factors, *snrpd3* and *snrpn*, have been associated with neurodegeneration in Spinal Muscular Atrophy [37] and with developmental axon outgrowth [157], respectively. *Prmt1* is the primary methylase targeting hnRNP K [20], which is an RNA-binding protein that regulates nuclear export and translation of cytoskeletal-related mRNAs essential for optic axon regeneration in *Xenopus* [76]. 

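PRMT1 has an entry on chromosome 7L (106241697 to 106253008) and one on 7S (78113172 to 78124161). The 7S entry was called in the tadpole hindbrain at 7 days, at 161 ± 24.6 against 110.0 ± 3.27 FPKM (SD, n = 3; log2 fold change 0.54, SE 0.12, adjusted p = 0.0366), and in the eye at 11 days, at 142 ± 10.7 against 98.6 ± 6.31 FPKM (adjusted p = 0.0495), a call lost with replicate number as a block. The 7L entry rose by 0.39 and 0.43 without a call (adjusted p = 0.0759 and 0.0818). The changes after frog SCI were 0.08 and 0.07.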

Its selective up-regulation in the two regenerative CNS regions suggests a previously unrecognized role for methylation of hnRNP K, as well as its histone targets, in recovery from CNS trauma. 

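ALDOA (c.Taira201203testis_X001725, Scaffold29, 1851929 to 1871704) was at 42.5 ± 8.87 FPKM in the tadpole SCI hindbrain at 3 weeks and 32.2 ± 11.6 in controls (SD, n = 3; adjusted p = 0.428), and at 108 ± 17.1 FPKM in the ONC and 72.9 ± 16.3 in the contralateral eye (adjusted p = 0.293). MEX3A (8L, 117398265 to 117416055) was at 26.9 ± 3.08 against 20.6 ± 4.56 FPKM in the tadpole hindbrain (adjusted p = 0.245) and at 7.63 ± 2.14 against 2.75 ± 0.362 FPKM in the eye (log2 fold change 1.29, SE 0.20, adjusted p = 0.0276).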

The late recovery phase saw only the up-regulation of two transcripts of RNA-binding proteins that regulate trafficking, translation, and turnover of specific mRNAs: *AldoA* stabilizes mRNAs of neurofilaments [19]), which consolidate axonal growth and expand axon caliber once growing axons contact their targets [118, 120, 146]. Thus, this a*ldoA* increase is consistent with 3 weeks being a phase of consolidation and refinement of synaptic connections [128]. The other up-regulated mRNA, *mex3a,* encodes an RNA-binding protein implicated in regulating neurogenesis and degeneration [10], suggestive of a previously unrecognized role for *mex3a* target-transcripts in CNS axon regeneration.

The fourth most numerous category with representation at all 3 time points (26 genes) comprised genes implicated in epigenetic control of gene expression, which is increasingly recognized as crucial for regeneration of organs and tissues in other contexts (reviewed in [83]). At the 3-day time point, the two DESR genes in this category were down-regulated, specialized histone variants: *hist1h4k*, an H4 gene variant implicated in protecting cells from DNA damage by facilitating DNA double strand break repair [71], suggesting it may play a role here in protecting injured cells; and *hist2h2ab*, an H2 gene variant involved in nucleosome repositioning in preparation for transcription [119]). 

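HIST1H4K (c.Quigley201212_X047108, 5L, 23222933 to 23223387) was at 57.6 ± 17.7 FPKM in the tadpole SCI hindbrain and 77.7 ± 5.34 in controls (SD, n = 3; adjusted p = 0.219). In the eye it was at 20.6 ± 22 FPKM after ONC and 46.1 ± 56.5 in the contralateral eye (log2 fold change -0.86, SE 1.20, adjusted p = 0.914), a fall that turned into rises of 0.001 and 0.23 when single libraries were left out. HIST2H2AB (c.Amin201106_X016997, Scaffold20, 7004 to 7497) was at 356 ± 161 against 585 ± 185 FPKM in the tadpole hindbrain (adjusted p = 0.225) and at 44.9 ± 60.7 against 330.0 ± 500.0 FPKM in the eye (adjusted p = 0.9). In the frog SCI hindbrain the changes were 1.00 (adjusted p = 0.112) and 1.78 (adjusted p = 0.0542). A block for replicate number called the fall of HIST2H2AB in the tadpole hindbrain and both rises in the frog. In the eye, where same-numbered libraries were assumed to come from the same frogs, neither fall was called with the block. The unadjusted p of all 14 falling entries listed at 3 days, these among them, was then at most 0.05.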

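At 7/11 days HIST2H2AB was at 137 ± 77 FPKM in the tadpole SCI hindbrain and 80.0 ± 45.2 in controls (SD, n = 3; log2 fold change 0.84, adjusted p = 0.301), and at 174 ± 52.6 FPKM in the ONC and 125 ± 30.7 in the contralateral eye (0.46, adjusted p = 0.314). After frog SCI it was at 10.9 ± 5.64 against 5.62 ± 1.63 FPKM (0.82, adjusted p = 0.232). Against naive eyes the change in the eye was a fall of 0.22. All 16 entries listed as up-regulated in the Epigenetic category rose in both tissues, with 11 called in the tadpole hindbrain, 9 in the eye and 6 in both.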

Nucleosome repositioning is a theme that persisted into the peak phase of regenerative axon outgrowth, with *hist2hab* at this next phase now switching from a down-regulated to an up-regulated DESR gene, and five additional genes known to be involved in nucleosome repositioning (four up-regulated; one down-regulated) appearing. The remaining 19 DESR genes in the Epigenetic category (13 up-regulated, 6 down-regulated) are all known to play various roles in enzymatically modifying histones and DNA through acetylation and methylation. Two of these were down-regulated components of the Polycomb Repressive Complex (PRC), newly implicating it here in successful CNS axon regeneration, although the PRC has already been implicated in tissue regeneration in other contexts [23, 27, 81, 122]. 

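JARID2 (c.Quigley201212_X005862, 6L, 90945494 to 91084203) fell at 7 days in the tadpole SCI hindbrain from 158 ± 11.4 to 94.3 ± 19.2 FPKM (SD, n = 3; adjusted p = 0.0255) and at 11 days in the ONC eye from 67.6 ± 9.23 to 41.5 ± 6.15 FPKM (adjusted p = 0.0422, a call lost with replicate number as a block and with median-of-ratios scaling). At 3 weeks it was at 217 ± 26.1 against 295 ± 15.5 FPKM (log2 fold change -0.45, adjusted p = 0.136) and 65 ± 7.68 against 91.3 ± 10.2 FPKM (-0.49, adjusted p = 0.155), without a call, and against naive eyes the change at 3 weeks was a rise of 0.10. SUZ12 (c.Taira201203st08_X004850, 9_10S, 40378669 to 40408832) fell at 7 days in the tadpole hindbrain from 68.1 ± 3.24 to 38.9 ± 4.32 FPKM and was at 25.4 ± 1.95 against 36.2 ± 4.57 FPKM in the eye (adjusted p = 0.0741).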

One of these two PRC genes, *jarid2*, persisted as the sole epigenetic-related gene in the late recovery phase, when it continued to be down-regulated.

The final DESR category represented at all three time points comprised genes associated with transcriptional control. 

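DDIT3 (c.XenBase_163915930, 2L, 142159118 to 142168881) was at 3.85 ± 0.438 FPKM in the tadpole SCI hindbrain at 3 days and 2.25 ± 0.4 in controls (SD, n = 3; log2 fold change 0.67, SE 0.14, adjusted p = 0.0495), a call lost with median-of-ratios scaling, without a minimal expression, with a pseudocount of 0.1, with all groups in one fit and whenever a library was left out. In the eye it rose from 4.25 ± 0.644 to 23.7 ± 3.33 FPKM (2.35, SE 0.16, adjusted p = 0.00849). After frog SCI it was at 4.53 ± 0.449 against 3.87 ± 0.395 FPKM (adjusted p = 0.298).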

At the earliest time point, only one such gene was up-regulated, *ddit3,* which is a C/EBP-related transcription factor needed to activate pro-inflammatory signals [101]. *Ddit3* has been previously reported as up-regulated in response to optic nerve injury in mouse [34] but had not been previously implicated in successful CNS axon regeneration. No transcriptional control DESR genes were down-regulated at this early time point. The peak phase of regenerative axon outgrowth saw eight up-regulated and three down-regulated transcription factors and co-factors. Two of the up-regulated ones were already known from previous studies in mammals to play important roles in SCI – *hes5* and *sox11* [56, 95, 149]; two additional ones (*bcl6* and *mllt11*) were known from cancer studies as modulators of STAT3 [89, 99], which is a transcription factor known to play an important role in regulating inflammation-mediated responses during tissue regeneration. However, to our knowledge, neither of these two regulatory STAT3 co-factors had previously been implicated in successful CNS axon regeneration. 

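The 3 HES5 entries, on chromosomes 7L (83712287 to 83713932) and 7S (59328354 to 59330818 and 59357176 to 59358236), were each called in both tissues at 7/11 days. They rose by 0.87, 0.79 and 0.93 in the tadpole hindbrain and by 1.74, 1.14 and 1.21 in the eye on the log2 scale, and the eye calls of both 7S entries were lost with replicate number as a block. SOX11 rose from 19.5 ± 0.0207 to 28.5 ± 1.97 FPKM in the tadpole hindbrain (SD, n = 3; adjusted p = 0.0169) and from 4.11 ± 0.354 to 20.1 ± 2.2 FPKM in the eye (adjusted p = 5.68e-05). MLLT11 (8S, 94282390 to 94284299) was called in the eye (399 ± 57.6 against 226 ± 19.2 FPKM, adjusted p = 0.0253) and not in the tadpole hindbrain (554 ± 101 against 434 ± 20.0 FPKM, adjusted p = 0.166). BCL6 (5S, 85316087 to 85332036) fell, from 8.11 ± 0.274 to 5.33 ± 0.424 FPKM in the tadpole hindbrain (log2 fold change -0.56, adjusted p = 0.0249) and from 44.2 ± 3.5 to 29.7 ± 4.41 FPKM in the eye (-0.57, adjusted p = 0.061).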

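ZNF395 has an entry on 5S (c.Quigley201112_X001840, 132128525 to 132152471) and one on 5L (c.Ueno201210st08_X000919, 153216545 to 153249097). The 5S entry fell from 9.22 ± 0.201 to 5.95 ± 0.642 FPKM in the eye at 11 days (SD, n = 3; adjusted p = 0.0299), was at 5.63 ± 1.35 against 8.09 ± 1.47 FPKM in the tadpole hindbrain at 7 days (adjusted p = 0.127) and rose from 7.06 ± 1.25 to 12.6 ± 1.72 FPKM in the frog SCI hindbrain (adjusted p = 0.0391). The call in the eye was lost with replicate number as a block, and against naive eyes the 5S entry rose by 0.06. The 5L entry fell by 0.47 and 0.66 in the regenerative tissues without a call.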

Another down-regulated gene in this category at the middle time point was *znf395*, a zinc-finger transcription factor that activates pro-inflammatory cytokines [49], newly implicating it here in limiting aspects of inflammation that are detrimental to CNS axon regeneration. 

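IRF8 (c.JGIL6RMv1_XeXenL6RMv10007875m, 1L, 137712748 to 137729892) was at 2.83 ± 0.541 FPKM in the tadpole SCI hindbrain at 3 weeks and 1.83 ± 0.504 in controls (SD, n = 3; adjusted p = 0.221), at 3.93 ± 0.483 FPKM in the ONC and 2.56 ± 0.323 in the contralateral eye (adjusted p = 0.182), and at 2.78 ± 0.467 against 3.17 ± 0.607 FPKM in the frog SCI hindbrain (adjusted p = 0.608). Its libraries did not overlap in the tadpole hindbrain or the eye.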

The two sole transcription factor DESR genes at 3 weeks were both up-regulated (*ebf3* and *irf8*). Each has known roles in regulating genes involved in apoptosis and in suppressing a hyper-immune response in macrophages, respectively [53, 72]. These functions are consistent with limiting inflammation and its detrimental effects continuing to be important well into the late stages of recovery.

### The KEGG Adipocytokine signaling pathway comprised multiple DESR genes

Gene regulatory networks often comprise genes with different cellular functions. Therefore, to identify gene regulatory networks potentially involved in successful CNS axon regeneration, we analyzed KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways for enrichment in DESR genes. In one such analysis we input all the DESR genes found at more than one time point, with the aim of highlighting regulatory networks that were active throughout regeneration. This analysis identified a single network, the KEGG Adipocytokine signaling pathway (map04920; Fig. 5). This network contained four up-regulated DESR genes: *lep* (leptin), *socs3* (suppressor of cytokine signaling 3), *mapk8* (JNK1) and *acsbg2* (Acetyl-CoA synthetase bubblegum family member 2; labeled as FACS in Fig. 5). 

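ACSBG2 (c.Quigley201112_X021485, 1L, 99074967 to 99098681) rose at 7 days in the tadpole SCI hindbrain from 22.2 ± 0.753 to 28.7 ± 1.1 FPKM (SD, n = 3; log2 fold change 0.37, SE 0.08, adjusted p = 0.0365) and at 11 days in the ONC eye from 13 ± 0.739 to 25.3 ± 0.211 FPKM (0.93, SE 0.09, adjusted p = 0.00117). At 3 days its log2 fold change was 0.27 in the tadpole hindbrain (adjusted p = 0.0578), 0.00 in the eye and -0.40 in the frog SCI hindbrain (adjusted p = 0.00949), and at 3 weeks 0.26 in the eye (adjusted p = 0.479). MAPK8 (c.TXGP201107_X002705, 7L, 56509999 to 56535283) was at 56.4 ± 3.7 against 42.3 ± 1.13 FPKM in the tadpole hindbrain at 7 days and 40.7 ± 6.03 against 29.9 ± 2.04 FPKM in the eye at 11 days. Its log2 fold changes at 3 days were -0.02 and 0.07 and at 3 weeks -0.14 and 0.19. SOCS3 at 7/11 days was at 0.783 ± 0.0493 against 0.221 ± 0.118 FPKM in the tadpole hindbrain (adjusted p = 0.0423), 11 ± 0.745 against 3.09 ± 1.82 FPKM in the eye (adjusted p = 0.0161) and 0.807 ± 0.343 against 0.265 ± 0.122 FPKM in the frog SCI hindbrain (adjusted p = 0.17).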

The up-regulation of these genes suggested they were all pro-regenerative in this context, which was surprising for *socs3*, because in mammalian studies, it is generally considered inhibitory to CNS axon regeneration [123] (but see [107] for a potential resolution to this paradox). In mammalian studies, this pathway interconnects the control of cellular metabolism with inflammatory and stress responses, integrating downstream pathways known from studies across different systems to be involved in various aspects of tissue regeneration. These sub-pathways include JAK/STAT signaling [15, 16, 107, 134], control of axonal transport and synthesis of axonal cytoskeletal proteins via JNK signaling [51, 97], cap-dependent mRNA translation through mTOR [1, 82, 100], and the metabolic regulation of both DNA methylation and histone acetylation/methylation [148, 150]. In addition to these four DESR genes, a further 60% (69/115) of the annotated *X. laevis* genes belonging to this pathway were found to be potentially differentially expressed (either up- or down-regulated) upon injury (*p* ≤ 0.02) during at least one time point, in at least one of the three tissues (Fig. 5). Such complex, temporally variable behavior of these additional network elements suggested that maintaining flexibility of this network throughout regeneration is an important feature for CNS axon regeneration. 

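Of the 115 entries of the pathway in the paper's list, 105 were tested, and 52 of them (45.2% of the 115) had an unadjusted p of at most 0.02 in at least 1 of the 9 comparisons. In 10000 random lists of the same size matched on expression the median count was 55, and 24.78% of these lists had a lower count. Enrichment of the pathway among genes shared at more than one time was not analysed here. Of all tested genes 50.5% met the criterion. Under the alternative settings with all libraries the count lay between 47, with median-of-ratios scaling, and 63, with all groups of a tissue in one fit. With replicate number as a block it was 56.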

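In the separate responses, SOCS3, ACSBG2 and both LEP entries were called in both regenerative tissues at 7/11 days and MAPK8 in the tadpole hindbrain alone. From the varied timing of the pathway's genes, the paper proposes that flexibility of the network is important for regeneration.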

Collectively, these properties implicate this network as a key hub within the larger network of CNS injury response genes.

**Fig. 5:**
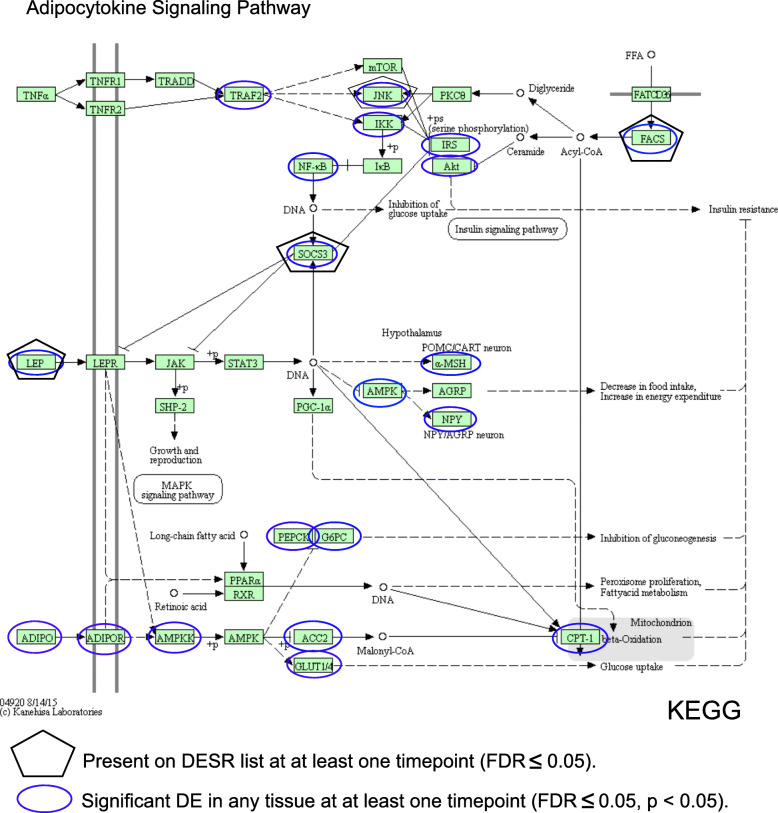
KEGG pathway analyses of DESR genes expressed across multiple time points implicated the Adipocytokine signaling pathway as playing a prominent role in successful CNS axon regeneration. Black pentagons identify DESR’s. Ellipses indicate differential expression (DE; FDR < 0.05) in response to injury (up or down) in at least one tissue, during at least one time point. The Adipocytokine signaling pathway image was obtained from KEGG (Kyoto Encyclopedia of Genes and Genomes). Additional_File7_Adipocytokine_Signaling_Pathway_Gene_Expression_Data.xlsm contains an Excel spreadsheet with all 115 genes (S&L homeologs are separate entries) belonging to this pathway, together with their ΔFPKM values [log_2_(fold change, injury/control)], and their *p* and *q* (FDR-adjusted *p*) values for differential expression, at each time point, for all three tissues

### The majority (55%) of DESR genes exhibiting opposing expression between successful and unsuccessful regeneration were functionally inter-connected

We next reasoned that genes that were significantly, differentially expressed in opposing directions in the two regenerative cases (R) vs. the non-regenerative case (NR) (i.e., up-regulated in the first two and down-regulated in the last, and vice versa) would be especially instructive in providing insights into changes in gene expression that are purposeful for determining the success or failure CNS axon regeneration. 

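With the limma calls, 6 genes changed in one direction in the tadpole hindbrain at 7 days and the ONC eye at 11 days and in the opposite direction in the frog SCI hindbrain at 7 days, all 3 changes called. FADS1, EZH2 and TUBA3D rose and KCNN3, JHDM1D and JARID2 fell in the regenerative tissues. With replicate number as a block, and whenever 1 replicate number was left out, the count was 0. Fig. 6a shows 37 entries of the list, with 33 symbols, 20 rising and 17 falling in the regenerative tissues. Each was taken at its listed time. All 37 had the opposite sign in the frog SCI hindbrain, as their selection required. The opposite change was called for 15 of them, 6 of the rising and 9 of the falling entries, and had an unadjusted p of at most 0.05 for 27. In a direct test of the difference between responses, 26 entries differed between the tadpole and frog SCI hindbrain, 25 between the ONC eye and the frog SCI hindbrain, and 22 in both. The entries were selected for opposite changes in these same libraries, which favours such differences, so these counts are no independent support. All frog controls carry the letter R, which cannot be told apart from the frog response here. The paper reasons that genes changing in opposite directions are especially instructive on what determines success or failure of regeneration.

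**Figure D3:**
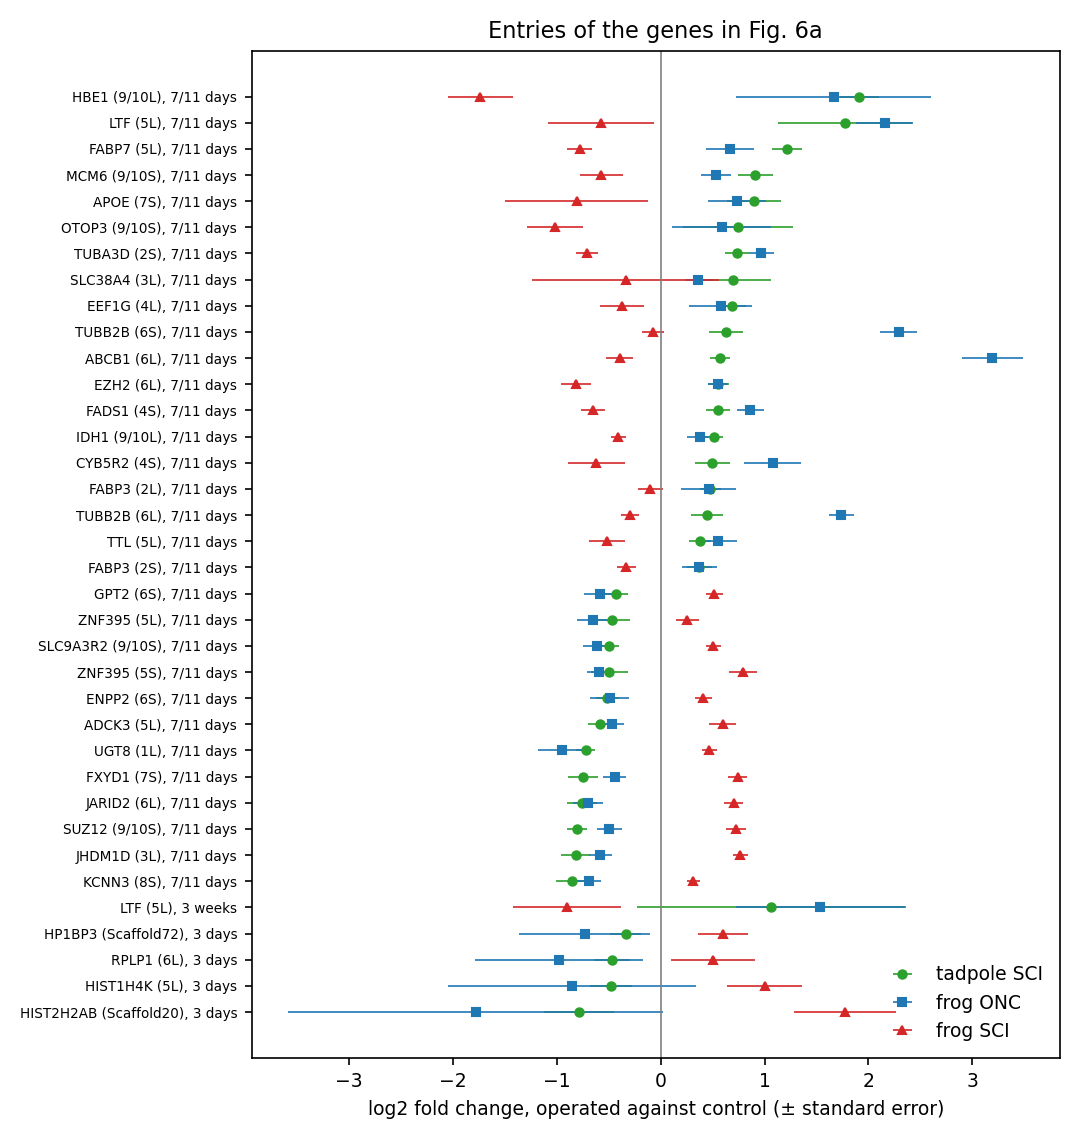
Log2 fold change (horizontal axis) of the entries of Fig. 6a that are reported here (vertical axis) in the tadpole SCI hindbrain, the ONC eye and the frog SCI hindbrain, each at the time for which the paper lists it. Points are fold changes and bars their SE, from 3 libraries per group.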

Thirty-three DESR genes exhibited such opposing expression (Fig. 6a; also green and red fonts in Additional_File6_DESR_Functional_Categories.pdf). Genes up-regulated in the regenerative cases and down-regulated in the non-regenerative case, and vice versa, were classified as regeneration-promoting and -inhibiting, respectively. The identities and known functions of thirteen of these genes supported this classification. 

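LTF (5L, 128873510 to 128896557) rose at 11 days in the eye from 5.77 ± 0.0697 to 29.2 ± 11.5 FPKM (SD, n = 3; adjusted p = 0.00411), and its rise in the tadpole hindbrain (adjusted p = 0.129) and fall in the frog SCI hindbrain were not called. MCM6 (9_10S, 48350741 to 48369901) was called in the tadpole hindbrain (6.06 ± 1.41 against 2.93 ± 0.105 FPKM, adjusted p = 0.0239) and not in the eye (0.53, adjusted p = 0.103), and against naive eyes it fell by 0.69. TUBA3D (2S, 60566333 to 60572575) was called in all 3 tissues, rising by 0.74 and 0.97 and falling by 0.71 on the log2 scale, as was FADS1 (4S, 6587719 to 6605438), with 0.55, 0.86 and a fall of 0.65. FABP7 fell in the frog SCI hindbrain from 90.4 ± 15.9 to 52.1 ± 4.87 FPKM (adjusted p = 0.0286), and its tadpole and frog responses differed by 1.99 (adjusted p = 0.000181). The TUBB2B entry on 6L fell there by 0.30 (adjusted p = 0.121). The FABP3 entry on 2L was called in the tadpole hindbrain alone (193 ± 15.9 against 139 ± 13.2 FPKM), and its fall of 0.10 in the frog SCI hindbrain became a rise without operated replicate 1. TTL (5L) was called in none of the tissues (0.38, 0.56 and -0.52), nor was OTOP3 (9_10S; 0.75, 0.59 and -1.02).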

Nine regeneration-promoting genes were previously known to promote either tissue regeneration and axon outgrowth in general, or cell survival in trauma and degenerative diseases: *ltf* (lactoferrin, an iron-binding, neuroprotective gene [117]), *otop3* (otopetrin 3, a member of a gene family that down-regulates inflammation [147]), *mcm6* (minichromosome maintenance complex component 6, implicated in Müller cell-derived neurogenesis in retinal regeneration [92]), *tubb2b and tuba3d* (neuronal tubulins upregulated in axonogenesis [86, 88]), *ttl* (tubulin tyrosine ligase, required for retrograde transport of pro-regenerative signals after axotomy [124]), *fabp3* (fatty acid binding protein 3, linked to partially successful recovery from spinal cord injury in opossum neonates [94]), *fabp7* (brain lipid binding protein, a marker for radial glial endfeet, which guide growing axons [6]), and *fads1* (fatty acid desaturase 1, linked with suppressing inflammation in liver disease [46]). The functions of the previously known four inhibitory genes were all associated with aggravating inflammation, promoting degeneration, and inhibiting tissue regeneration in various contexts: *enpp2* (autotaxin, a stimulator of inflammation [22, 63]), *slc9a3R2* (a suppressor of STAT3, pro-healing signaling in colon cancer [156]), *plp1* (proteolipid protein 1, a major component of mature oligodendrocytes, which inhibit CNS axon regeneration [65, 155]), and *znf395* (zinc finger protein 395, a transcriptional activator of pro-inflammatory cytokines [49]). 

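ENPP2 (6S, 115544181 to 115620611) fell in the tadpole hindbrain from 11.1 ± 1.13 to 7.63 ± 0.536 FPKM (SD, n = 3; adjusted p = 0.0362), was at 23.8 ± 6.12 against 33 ± 3.47 FPKM in the eye (adjusted p = 0.205) and at 40.4 ± 3.62 against 30.2 ± 1.75 FPKM in the frog SCI hindbrain (adjusted p = 0.0519). SLC9A3R2 (9_10S, 96406285 to 96490284) was called lower in the tadpole hindbrain (8.23 ± 0.391 against 11.8 ± 0.387 FPKM) and higher in the frog SCI hindbrain (26.6 ± 1.49 against 18.6 ± 1.25 FPKM, adjusted p = 0.0263), with -0.61 in the eye (adjusted p = 0.059), where against naive eyes it rose by 0.04.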

The remaining twenty oppositely expressed DESR genes had not previously been associated with processes potentially relevant for CNS injury, inviting further study.

**Fig. 6:**
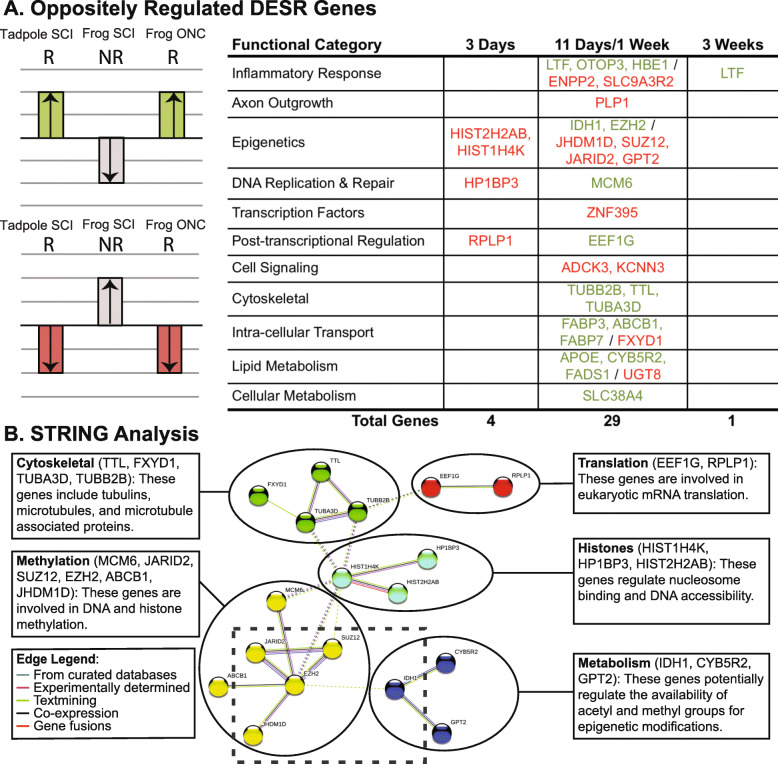
DESR genes exhibiting opposing expression changes in regenerative vs. non-regenerative CNS identified inter-relationships among genes involved in cellular metabolism, post-transcriptional and epigenetic gene regulation, and microtubule dynamics in successful vs. unsuccessful CNS axon regeneration. **a** DESR genes that exhibited opposing expression between the two regenerative tissues (R: tadpole SCI hindbrain & juvenile frog ONC eye) vs. the non-regenerative tissue (NR: juvenile frog SCI hindbrain), sorted by the functional categories of Fig. 4. Green and red indicate genes that were up- and down-regulated significantly, respectively, with injury in the two regenerative tissues (R); these also exhibited significant differential expression with injury in the non-regenerative, juvenile frog SCI hindbrain (NR), but in the opposing direction. Gene symbols correspond with their human orthologs, and S & L homeologs/paralogs are combined into a single listing (see the explanation in Fig. 5). **b** The protein-protein interaction network of the genes in (**a**), as predicted by Search Tool for the Retrieval of Interacting Genes/Proteins (STRING, v10.5). Fifty five per cent (18/33) of oppositely expressed genes between regenerative and non-regenerative tissues were interconnected through interacting functions and molecular interactions associated with the cytoskeleton, DNA methylation, mRNA translation, histones and their epigenetic modifications, and cellular metabolism. The image was generated by STRING (https: //string-db.org; confidence level, 0.300; K-means clustering, k = 5). There were 22 edges with a PPI (protein-protein interaction) enrichment *p*-value = 0.0005. Colors of edges refer to the type of evidence linking the corresponding proteins (see Edge Legend, lower left). Inter-cluster edges are represented as dashed-lines. The dotted square highlights genes directly involved in epigenetic regulation of gene expression at promoters and enhancers. JARID2, SUZ12, and EZH2 are components of Polycomb Repressive Complex 2 (PRC2). EZH2 also plays a role in targeting DNMT3 to DNA. JHDM1D (also known as KDM7) is a principal demethylase for H3K9 and H3K27, prominent sites that interact with PRC2. IDH1 is a metabolic enzyme that stimulates TET, the enzyme principally responsible for converting 5mC to 5hmC & 5C

To further explore potential functional inter-relationships among these 33 oppositely expressed DESR genes, we performed STRING analysis for known/predicted protein-protein interactions and functional inter-relationships [130] (Fig. 6b). Eighteen of the 33 genes had such interactions, generating a network of five interconnected clusters (confidence = 0.300): 1) two regulators of mRNA translation; 2) three specialized histones; 3) six other genes associated with epigenetic changes in gene expression, including one such regulated gene that is part of and therefore potentially connects this network to the adipocytokine signaling pathway, *abcb1* [154]; 4) three metabolic enzymes, one of which (*idh1*) regulates the TET enzymes that modulate DNA methylation states [110]; 5) and four microtubule-related genes, which serve to drive cell motility, axonal transport, and axon outgrowth (e.g., [61]). These genes thus form a nascent gene regulatory network potentially linking changes in cellular metabolism with epigenetic reprogramming and post-transcriptionally regulated changes in gene expression, converging upon cytoskeletal structural genes to drive axon outgrowth. At the regulatory heart of this network were genes involved in the epigenetic control of gene expression (dotted-lined box, Fig. 6).

### In situ hybridization of retina to identify cell types expressing key DESR genes

To begin to identify cell types responding to axotomy through expression changes in key DESR genes, we performed in situ hybridization on retina at the peak phase of regenerative axon outgrowth for select genes, focusing primarily, but not exclusively, on the two networks just discussed (Fig. 7). We chose retina over hindbrain for these studies because the anatomical organization of retina greatly simplifies identifying cell types. For example, because frog retina receives no external afferents, ONC damages only the optic axons, which originate from retinal ganglion cells. These cells constitute the vast majority of cells in the ganglion cell layer, making them anatomically distinct from other local circuitry neurons, such as bipolar cells, and Müller cell astroglia. Both cell types can be indirectly affected by optic nerve injury and their cell bodies occupy other retinal layers [2, 84]. The situation is more complex in hindbrain, which harbors not only the axotomized neuronal cell bodies but also ascending axons damaged by the SCI. In addition, the axotomized hindbrain neurons are anatomically intermixed with other local neurons, making it essential to distinguish them through applying retrograde tracers [44]. Finally, because the injured and control hindbrain are necessarily in different animals, it is harder to ensure that hybridization conditions are precisely matched than it is for retina, where both the operated and unoperated eye occupy the same section.

**Fig. 7:**
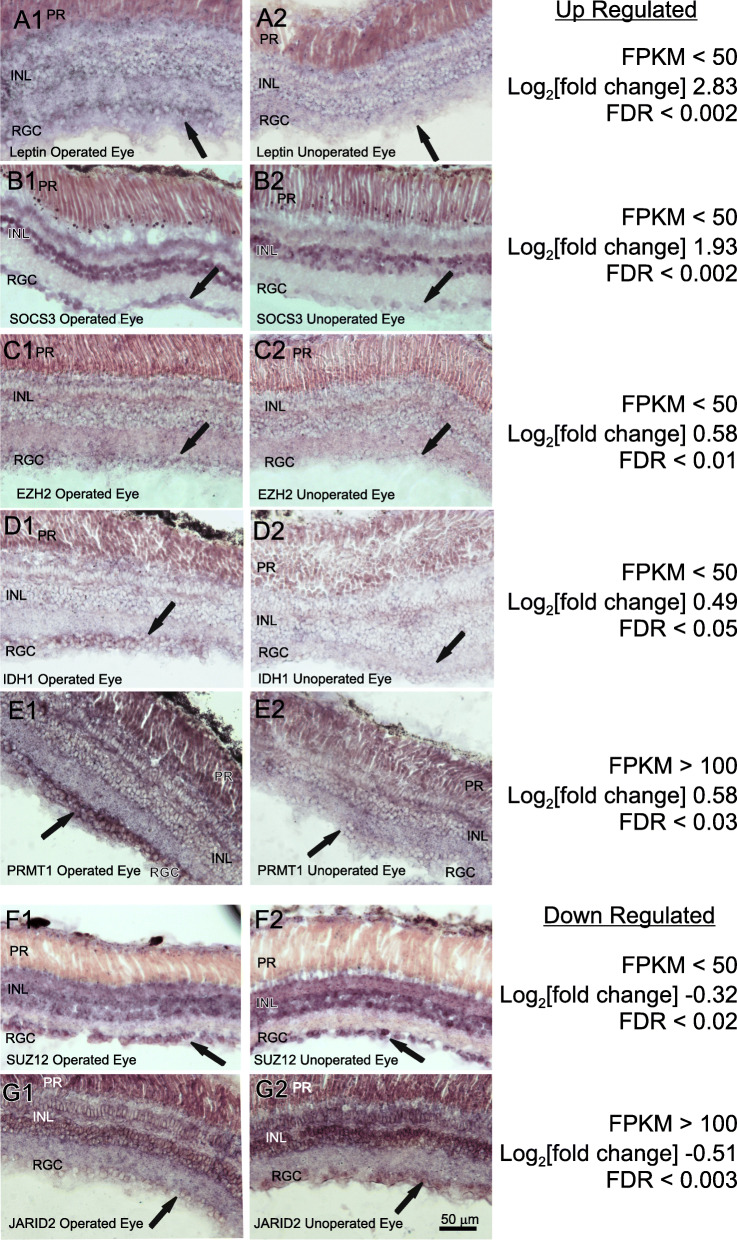
Cellular localization of select DESR genes by in situ hybridization of retina at the peak phase of regenerative axon outgrowth after optic nerve injury. Genes are as indicated in their respective panels and represent a range of fold-change values (0.03 < |log2(fold change)| < 3), and FDRs (0.002–0.05), as well as relatively low (FPKM < 50) and high (FPKM > 100) levels of expression. Examples of up-regulated (**a** – **e**) and down-regulated (**f**, **g**) genes are included. Column 1 (left), operated eye; column 2 (right), contralateral unoperated eye from the same animal and processed on the same slide as that of its adjacent column. Arrows indicate cells of the retinal ganglion cell layer, which comprises the neurons that regenerate an axon. Abbreviations: RGC, retinal ganglion cells; INL, inner nuclear layer; PR, photoreceptors. Scale bar in G2 applies to all panels

For key up-regulated DESR genes, we chose *leptin* and *socs3* from the Adipocytokine Signaling pathway, *prmt1*, which methylates both hnRNP K and histones, and *idh1* and *ezh2*, which are two epigenetic-related genes from the network of Fig. 6b. For down-regulated genes, we chose *jarid2* and *suz12,* which belong to the Polycomb Repressive Complex 2 and are also part of the same network as *idh1* and *ezh2* (Fig. 6b). These genes were also chosen because they represented a wide range of expression levels, from abundantly expressed (FPKM > 100) to moderately and poorly expressed genes (FPKM < 50), and because they spanned the range of FDRs from <.002 to 0.05. 

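The FPKM of these genes in the ONC eye at 11 days, summed over the entries of each symbol, were compared with those of the contralateral eye as log2 ratios of group means. LEP was at 36.1 ± 8.47 against 5.19 ± 1.03 FPKM (SD, n = 3; 2.80) and SOCS3, with 4 entries, at 44.7 ± 1.7 against 14.4 ± 2.93 FPKM (1.64). PRMT1 was at 214 ± 15.2 against 152 ± 7.37 FPKM (0.50), IDH1 at 52 ± 4.05 against 38.6 ± 3.3 (0.43) and EZH2 at 23.8 ± 1.27 against 15.9 ± 0.63 (0.58). JARID2 was at 393 ± 55.4 against 595 ± 98 FPKM (-0.60) and SUZ12 at 34.9 ± 2.38 against 46.4 ± 5.71 (-0.41). For each of the 7 genes the ONC and contralateral libraries did not overlap (exact two-sided permutation p = 0.1, the smallest that 3 against 3 libraries allow).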

Relative differences in expression from experimental to control (|log_2_(fold-change)|) also spanned the full spectrum – from 0.3 (the smallest significant change) to 2.8 (one of the largest). (It should be noted here that because probes for in situ hybridization do not distinguish between homeologs, the RNA-seq data in Fig. 7 represent values combined for the two homeologs). In all cases, the overall intensity of labeling and the relative difference between operated and unoperated eyes reflected the magnitudes seen in the RNA-seq data. Increases in the two up-regulated adipocytokine signaling pathway genes, and in *idh1* and *ezh2* were confined to the retinal ganglion cell layer. The changes in expression of the remaining up-regulated gene, *prmt1*, as well as the two down-regulated components of the Polycomb Repressive Complex 2 (*jarid2, suz12*), included but also extended beyond the retinal ganglion cell layer, indicating that these changes in expression occurred more globally throughout the retina.

## Discussion

We used a novel three-way comparison between a region of the CNS that successfully regenerates axons throughout life (retina) against another that successfully regenerates axons only transiently in development (hindbrain), before and after the transition, to serve as a biological data filter for parsing core features of a successful CNS axon-regenerative response from the thousands of injury-induced changes in gene expression that otherwise represented region-specific responses. The first indication that the two regenerative cases uniquely shared core features was the temporal pattern of the number of injury-induced genes. Whereas this number reached a maximum in the two regenerative cases during the peak phase of axonal regrowth, it did so in the non-regenerative case at the earliest time point. PCA corroborated the conclusion that gene expression profiles were largely tissue-specific, but closer inspection identified shared features between the two regenerative tissues. For example, PCA eigenvectors (Fig. 3) and scatter plots (Additional_File5_PCA_Scatterplot.pdf) differed more between injury and controls for both regenerative cases than was the case for the non-regenerative case. The lack of overlap between regenerative tadpole and non-regenerative frog SCI hindbrain, even for different time points, further indicated that the genes induced by SCI were quite different between these two tissues throughout regeneration. Individual DESR genes (324) far out numbered injury-induced genes shared by all three tissues (19 genes) at all time points, as well as the number shared between regenerative and non-regenerative SCI hindbrain at the peak phase of axonal regrowth (284 DESR genes vs. 101 shared regenerative/non-regenerative SCI hindbrain genes). Collectively, these data supported the conclusion that beginning relatively soon after injury, having the capacity to mount a successful axon-regenerative response stimulates a markedly different injury response from that of a non-regenerative tissue, which in the latter, is more focused on attempting rapid repair for survival than on axon regeneration.

Further insights into the nature of the cellular processes uniquely shared between the two regenerative cases came from the identities and subsequent analyses of the DESR genes. In support of these genes being relevant to CNS axon regeneration, DESR genes included multiple genes previously implicated in CNS injury, although mostly in other contexts, such as studies that included the injury site, peripheral axon regeneration, and resistance to neurodegenerative disease. This observation emphasized the universality of those genes in other types of CNS injury, as well as the phylogenetic conservation of the processes they represented, thereby building confidence in the data set. The data also included a large number of DESR genes shared across a broad spectrum of non-neural regenerating tissues, including zebrafish tail fin, axolotl limbs, and mammalian liver, arguing further that their importance extends beyond CNS axon regeneration to vertebrate tissue regeneration in general, and providing clues into aspects of a successful regenerative response that are universally shared among all vertebrate regenerating tissues. The many additional, novel genes implicated here for the first time in CNS axon regeneration provide new targets for investigation.

Surveying the literature for what is known about each DESR gene’s function sorted them into eleven broad functional categories. Temporal differences in the composition of these categories provided further insights into how core processes associated with successful CNS axon regeneration shifted as axon regeneration progressed. For example, the onset of axon regeneration (3 days) was dominated by up-regulated pro-inflammatory genes, several down-regulated cytoskeletal genes potentially associated with scarring, and by genes indicative of cellular reprogramming events. The latter included an up-regulated gene associated with promoting non-cap dependent mRNA translation (*eif5b*) and several down-regulated ribosomal subunits, two down-regulated histone subtypes associated with transcriptional activation, a down-regulated mitotic check point protein (*hp1bp3*), and an up-regulated C/EBP-related transcription factor (*ddit3*) that is regulated by stress factors associated with bacterial infections and with mammalian optic nerve injury but which had not previously been implicated in successful CNS axon regeneration [34, 101]. At the peak phase of regenerative axon outgrowth, all eleven functional categories were represented, indicating high levels of activity associated with these functional categories at the most active time point. While the presence of DESR genes previously implicated in regenerative and developmental axon outgrowth helped to provide confidence in the relevancy of the data to CNS axon regeneration, our finding additional genes associated more generally with cellular processes previously associated with wound healing and tissue repair in other contexts provides new gene targets for studying how the cellular processes with which they are connected function specifically in CNS axon regeneration. These processes included modulators of Wnt-signaling [48], macrophage invasion and the complement cascade [35, 74, 104], and modulators of JAK/STAT signaling [54, 134]). Still more genes offered important clues about which aspects of an inflammatory response are pro-regenerative (i.e., up-regulated DESR genes) as opposed to detrimental (i.e., down-regulated DESR genes) to CNS axon regeneration, a distinction that has been difficult to make from mammalian studies [16]. Other DESR genes implicated cellular processes that are new to CNS recovery (e.g., regulators of mitotic checkpoints). The late time point, when axonal regrowth was largely finished but synaptic connections were still being refined, was dominated by up-regulated genes known to promote cellular repair, suppress hyper-inflammation, and stabilize the cytoskeleton. These functions are understandable during a time when the initial effects of trauma have been overcome, terminal axonal arbors are being refined and consolidated, and physiological gene functions are returning; the identification of new, specific genes involved in these processes provide new entry points for studies aimed at understanding and promoting these beneficial processes.

To begin to elucidate gene regulatory networks potentially occupying important hubs in the network of gene responses promoting successful CNS axon regeneration, we engaged in two exercises. In the first, we surveyed KEGG pathways enriched with DESR genes, especially genes that were differentially expressed at multiple time points. This analysis identified the KEGG Adipocytokine signaling pathway as enriched both for DESR genes and for injury-induced differentially expressed genes in general, independent of tissue regenerative capacity. The four DESR genes in this pathway were uniformly up-regulated, suggesting that their activation within this network promotes regeneration. However, multiple other differentially expressed genes belonging to this network exhibited both up- and down-regulation at various times in each of the tissues, further suggesting that the dynamic behavior of this network influences regenerative success. The importance of individual components of this pathway for wound repair and regeneration had already been noted across a range of systems, both neural and non-neural. For example, leptin in mammals has been implicated in the regenerative success of both liver and muscle [67, 91, 145], and in zebrafish, it has been implicated in both restoration of a damaged retina [159] and in recovery from heat-induced stress [78]. In *Xenopus*, up-regulation of leptin has also been noted in the regenerative response of the spinal cord itself to SCI [134], and during development, it is involved in activating canonical Wnt-signaling in neurogenic regions of the brain [13]. Our linking leptin to axon-regenerative regions of the CNS that are otherwise uninjured, and localizing the increased expression to the axotomized retinal ganglion cells, which do not themselves undergo active proliferation after axotomy, suggests that these cells use leptin to signal nearby support cells, such as invading macrophages [45, 152] and reactive Müller glia [84]. Canonically, leptin and the adipocytokine signaling pathway play a crucial role in thermoregulation and dietary intake in mammals [18, 26]. Thus, our data from *Xenopus* adds to a growing body of evidence supporting a phylogenetically ancient linkage in vertebrates between the regulation of cellular metabolism, the stress response, and the success or failure of organ and tissue regeneration both within and outside the CNS, where the axotomized neurons themselves may be actively involved in the signaling.

Next, we examined the subset of DESR genes that exhibited opposing expression patterns between regenerative and non-regenerative tissues, reasoning that these genes could provide insights into purposeful differences between the two. For example, genes that were up-regulated in the regenerative cases but down-regulated in the non-regenerative case would likely be pro-regenerative and vice versa. Of the 33 oppositely expressed DESR genes, nine pro-regenerative (i.e., upregulated in axon-regenerative CNS and down-regulated in non-regenerative CNS) and four regeneration inhibitory (i.e., down-regulated in axon-regenerative CNS and up-regulated in non-regenerative CNS) genes had previously been implicated in either promoting or inhibiting regeneration and cell survival, respectively, in one or more contexts, thereby helping to validate the list while expanding its relevance to include CNS axon regeneration. Whereas KEGG analysis fits gene sets into known biological pathways, STRING analysis can be used to discover new gene networks from known interactions, both physical and functional. STRING analysis of these 33 oppositely expressed DESR genes placed the majority (18) into five interconnected clusters, with three clusters comprising specialized histones and genes associated with epigenetic control of gene expression at the center. These five clusters could thus conceivably comprise the core of a nascent gene regulatory network for successful CNS axon regeneration. In situ hybridization of a subset of genes in this network found that all the pro-regenerative genes were specifically up-regulated in the axotomized retinal ganglion cells, whereas the two regeneration-inhibitory components of the network, which are part of the Polycomb Repressive Complex 2, were down-regulated in multiple retinal layers. Surprisingly, another member of Polycomb Repressive Complex 2, *ezh2* was up-regulated in axotomized retinal ganglion cells. Since *ezh2* functions extend beyond the complex to include methylation of DNA as well as histone sites [75], its pro-regenerative activity is therefore likely to be separate from its functions within the Polycomb Repressive Complex. Examination of the known functions of the genes in the central three clusters, together with other epigenetic-related DESR genes (25 total), strongly implicate increasing the accessibility of DNA for transcription as being of central importance to determining the success or failure of CNS axon regeneration.

## Conclusions

A novel three-way comparison identified candidate genes belonging to core processes shared by two CNS regions that successfully regenerate axons, that distinguished them from one that does not (i.e., juvenile frog ONC eye vs. tadpole SCI hindbrain vs. juvenile frog SCI hindbrain, respectively). Unlike earlier studies of SCI that included the lesion in the analyzed tissues, by analyzing the tissues of origin of the regenerating axons, this study emphasized genes relevant for CNS axon regeneration over wound repair and tissue restoration. Even so, many of the genes identified in our study were previously implicated in wound healing, tissue repair, and cell survival, demonstrating that these processes are shared with successful CNS axon regeneration. Because these studies were mostly conducted in other tissues and species, our study both demonstrated their phylogenetic conservation and identified many new individual genes associated with these processes as worthy targets of study in CNS axon regeneration. Finally, because many of these genes were implicated in mammals, where recovery is often incomplete, their identification in this study provides clues as to which are beneficial to recovery and which ones are detrimental. Network analyses of DESR genes that were up-regulated at multiple time points and of DESR genes that were oppositely expressed in axon-regenerative vs. non-regenerative CNS regions, respectively, identified the Adipocytokine signaling pathway and a novel gene regulatory network with epigenetic control of gene expression at its core, as important hubs in the larger network of injury-response genes associated with successful CNS axon regeneration. In situ hybridization in ONC retina of representative genes from these networks showed that the injury response of some elements of these networks were restricted to the axotomized neurons, whereas others extended to neighboring cells, demonstrating that a successful CNS axon-regenerative response to axotomy indirectly invokes responses in neighboring cells that could influence its success. This study thus provides both a resource and a starting point for future investigations into the molecular underpinnings of successful CNS axon regeneration.

## Methods

### Animal and surgical procedures

All animal procedures were approved by the Institutional Animal Care and Use Committees (IACUC) of the University at Albany (optic nerve crush) and Morehead State University (spinal cord transection), in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. For the sake of consistency, *Xenopus laevis* tadpoles and juvenile frogs were all from an albino strain obtained from the same supplier (*Xenopus* Express, Brooksville, FL). Prior to surgery, animals were acclimated to the lab for at least a week, under a 12-h light:12-h dark photoperiod, in tanks of conditioned water at 22 °C, where they were fed every other day (*Xenopus* Express SFF and TP, for frogs and tadpoles, respectively). Optic nerve crush (ONC) surgeries were performed on fully anesthetized (0.1% MS222, Sigma-Aldrich), 1–3 month, post-metamorphic albino frogs (unsexed juveniles), as described [160]. Briefly, the surgically exposed optic nerve on the right side of the animal was crushed at the orbit, approximately 0.5–1 mm from the eye, using #5 Dumont forceps (Fig. 1d), 2–4 times, until the nerve turned visibly clear within the epineural sheath. The contralateral left eye served as the unoperated control. Spinal cord transections (SCI) were performed on fully anesthetized NF [93] stage 53 tadpoles (0.02–0.04% MS222) and 1–3 month post-metamorphic juvenile frogs (Fig. 1d) of the same age as those used for ONC [42, 44]. The surgically exposed spinal cord was completely transected at the mid-thoracic level, and the success of the surgery was confirmed at the time of surgery by passing a Minutien pin (Fine Science Tools) through the injury site while observing the spinal cord. To further confirm that spinal cord transections were complete, animals were tested the next day for residual movement. After surgery, animals were maintained in tanks filled with aerated, sterile-filtered, conditioned rearing water containing 4 mg/l gentamicin sulfate (Sigma-Aldrich) to guard against infection.

### RNA isolation

For each biological replicate, either five hindbrains (SCI) or six eyes (ONC) were rapidly dissected from fully anesthetized (0.1% MS22) animals [3, 41, 42]. To maximize RNA integrity, hindbrains were submerged in RNA*later* (ThermoFisher Scientific) at room temperature, and eyes were homogenized immediately. Tissues were homogenized (Polytron® PT 3000) at 23 °C in 500 μl of Lysis Buffer Q (Norgen Biotek Corp., Ontario, Canada), supplemented with 5 μl β-mercaptoethanol. Homogenates were then cleared by centrifugation (23 °C, 15,000 rpm, 15 min), and total RNA was isolated [RNA/DNA/Protein Purification Plus Kit, Norgen Biotek Corp (cat# 47700); RNase-free DNase I kit, Norgen Biotek (cat# 25710)]. A 2 μl aliquot of this RNA solution was quantified (Nanodrop® ND-1000 Spectrophotometer), and RNA quality was preliminarily assessed by agarose gel electrophoresis (E-Gel® EX Agarose, E-Gel® iBase™ Power System, ThermoFisher Scientific).

### Library preparation and sequencing

Purified total RNA from all 51 samples was simultaneously sent for library preparation and sequencing (Center for Genomics and Molecular Medicine, University of Louisville). There, RNA was again quantified (Qubit™ Fluorometer) and assessed for quality [2100 Bioanalyzer, Agilent Technologies; RINʼs (RNA Integrity Number): 9.0 ± 0.7 (mean ± SD; *n* = 51), range 7.6–10.0]. Ribosomal RNA-depleted RNA (0.5 μg) was subsequently used to make barcoded cDNA libraries [TruSeq Stranded Total RNA LT Sample Prep Kit - Set A and B (Illumina, cat# RS-122-2302), with Ribo-Zero® Gold (Illumina)], which were pooled for sequencing [NextSeq 500; NextSeq 500/550 75 cycle High Output Kit v. 2 (Illumina)] in two runs to nominally yield 30 × 10^6^, 75 base-pair (bp), single-end reads.

### Read alignment and differential expression analysis

After assessing the raw fastq files for quality (FastQC v0.11.5 [5]), reads were aligned against the *Xenopus laevis* genome (Xenbase v9.1; http://www.xenbase.org/ RRID:SCR_003280) using Bowtie2 (v2.2.9) [66] and TopHat (v2.1.1) [138], and then annotated using the Mayball gene model [24, 106, 108]. The alignments yielded 34.4 ± 3.1 (S.D.) million successfully aligned reads per sample (Fig. 1f1), with only 9.6 ± 2.9%, (S.D.) reads initially flagged as potentially duplicate alignments, which can occur in *Xenopus laevis* due to its ancestrally (~ 30 Mya) duplicated genome [121]. These potential duplicate alignments were resolved for the vast majority by using the alignment with the higher score to assign them to separate genes on different chromosomes (referred to in *X. laevis* as S and L homeologs). For the small remainder (< 10% of potentially duplicate alignments), reads were randomly distributed between the two homeologs. To confirm the accuracy of the alignments, a subset was visualized directly (Integrative Genomics Viewer (IGV) (v2.3.88) [115, 136]).

Differential expression and associated analyses [dispersion plots, gene density histograms, and eigenvector principal component analysis(PCA)] were carried out using Cufflinks/Cuffdiff2 (v.2.2.1; per-condition dispersion with a minimum count of 10) [113, 114, 137, 139, 140] and associated utilities of CummeRbund (v2.16.0) [139]. The gene density histograms were used to set the threshold (FPKM = 0.45) for active gene expression (Fig. 1f2), and the dispersion plots were used to affirm that samples being compared statistically had similar dispersions (Fig. 1f3). In CuffDiff2, reads are normalized for transcript length, which enables comparing expression levels among different genes, and a difference of means test is performed across the biological replicates on the log_2_(fold-changes) [i.e., log_2_(FPKM_injury_/FPKM_control_)] for each gene separately to obtain a *p* value. These *p* values are then ranked to calculate an FDR (*q*) [14]. Differences in individual tissues were considered significant for FDR < 0.05, without regard to the magnitude of the change.

The same read alignments and gene counts, after they were rlog-transformed, were also analyzed by DESeq2 [4, 79], and scatter-plot PCA representations were generated using the plotPCA function of DESeq2. For the latter, multiple PCA plots were generated over the range of 500 to 20,000 of the most highly-expressed genes, for which no qualitative differences were observed. DESeq2, unlike CuffDiff2, does not normalize genes for transcript length and uses a variance test, which incorporates the variance of all the genes in a sample, instead of a means test that treats the variance of each gene separately. Because the tissues being analyzed comprised a complex mix of cell types, each of which may respond differently to the lesion, we used the CuffDiff2 data sets for subsequent downstream analyses.

### Gene ontologies of differentially expressed genes

For each time point, overlapping differentially expressed genes across the three conditions were identified using Awk scripts. To identify DESR genes, the script first identified differentially expressed genes in both regenerative tissues, then removed any that were also present in the non-regenerative one. The final DESR gene list was then analyzed for gene ontology (GO term) enrichment (Metascape (v3.0) [141]). Then, a literature search (PubMed; GeneCards) was conducted for each DESR gene for additional information related to its function that was relevant to processes potentially involved in CNS regeneration [i.e., wound healing, inflammation, innate immunity, tissue regeneration or degeneration, and axon outgrowth], and as suggested by the GO term analysis, to yield the final classification of genes into 11 functional categories.

### KEGG pathway and STRING analysis

DESR genes appearing at multiple time points were entered into the KEGG pathway analysis tool (Kyoto Encyclopedia of Genes and Genomes [57–59]; https://www.genome.jp/kegg/). Oppositely regulated DESR genes (i.e.*,* up-regulated in both regenerative tissues but down-regulated in the non-regenerative tissue, and vice versa), were analyzed by the Search Tool for Retrieval of Interacting Genes/Proteins to identify potential functional interactions (STRING, v10.5 [129, 131]; https://string-db.org; confidence level, 0.300; K-means clustering = 5). The Human Protein Complex Map (hu.MAP; http://proteincomplexes.org/) was used to identify proteins that physically interact within macromolecular complexes [29].

### In situ hybridization

cDNA templates for in vitro transcription of antisense cRNA probes for in situ hybridization were prepared by reverse transcriptase (Super Script IV VILO, Invitrogen) polymerase chain reaction (Phusion High Fidelity PCR, New England Biolabs) from total RNA isolated from juvenile frog brain, with the following primers: Leptin (LEP.L; NCBI Accession number XM_018252815; length 278 nt) forward – GAT CCA AGG ACG AGC TAT AAA AAC T, reverse – GTA ACA GAC TGC GGA GGT TCT; SOCS3.S (NCBI Accession number NM_001087305; length 611) forward– ATG GTA ACG CAG AGC AAG TTC CCG, reverse– CGT TTT CTT TGT CTA CAC TGG GGA; EZH2.L (NCBI Accession number XM_018266394; length 251 nt) forward– GTA CAT GCG CTT ACG GCA AC, reverse– AGG CTA CAG CAG TGA GTG TT; IDH1.L (NCBI Accession number NM-001094553; length 250 nt) forward– AAC GCC AGG ATG TCC AAG AA, reverse– TCT CAT CAG GTG TAA TAG TGG CA; PRMT1.L (NCBI Accession number NM_001089302.1; length 275 nt) forward– GAG GCG AAG ACC TGC AAC AT, reverse– ACT TTC TTG GCA CCA GCC TT; SUZ12.S (NCBI Accession number NM_001130944; length 273 nt) forward– CTG TCA AAC CTG CAC AGA CAA, reverse– TGT CCT CTT TGG TCA CAT AGT TG; JARID2.L (NCBI Accession number BC086634.1; length 258 nt) forward – TGT GTT TTG CTT GGA GTG TGC, reverse – CAG GAT GAA GCA CTT TTG GAC A. Except for *socs3*, T7 RNA polymerase promoter sequences were added to the 5′ end of reverse primers for in vitro transcription directly from PCR products. PCR product sizes were confirmed on 1% agarose gels, and the products further purified (Monarch PCR and DNA Cleanup Kit, New England Biolabs). The *socs3* RT-PCR product was cloned into a plasmid having a T7 promoter [107] for in vitro transcription. Digoxigenin-labeled antisense cRNA probes were generated by in vitro transcription (DIG RNA Labeling Kit (SP6/T7); Roche-Millipore Sigma).

For in situ hybridization, (3) fully anesthetized frogs (0.1% MS-222) were intracardially perfused first with Ringer’s solution containing MS-222 (112 mM NaCl, 2 mM KCl, 1 mM CaCl_2_, 1.2 mM NaHCO_3_, 0.1% MS-222, pH 7.4) and then with 4% paraformaldehyde in 0.1 M sodium phosphate (pH 7.4; PB) for fixation. Heads were then removed, cryoprotected in increasing concentrations of sucrose solutions (10, 20, 30%) in PB, then embedded in Tissue Freezing Medium (Triangle Biomedical Sciences) and cryo-sectioned (Leica CM1950) to obtain 18 μm thick transverse sections, which contained both eyes. These were thaw-mounted onto (+)-charged glass slides (Tissue Tak, Polysciences), which were subsequently stored at − 20 °C. For staining, slides were post-fixed in 4% paraformaldehyde in PB (20 min; 4 °C), then treated with 10 μg/ml proteinase K (Sigma-Aldrich; 6 min; 37 °C) and re-fixed in 4% paraformaldehyde (20 min, 4 °C). Slides were then incubated in 0.2 M HCl (30 min, room temperature) to inactivate endogenous alkaline phosphatase. After several washes in PB, slides were treated with 0.1 M triethanolamine (pH 8)/0.25% acetic anhydride, to further block non-specific hybridization, and subsequently washed in 2x saline-sodium citrate (SSC) buffer. Following a pre-hybridization incubation [50% formamide, 1x Denhardts, 20 mM tris (pH 7.4), 1 mM EDTA, 0.3 M NaCl, 0.1 g/ml dextran sulfate, 0.1 mg/ml herring sperm DNA, and 0.25 mg/ml yeast RNA], slides were hybridized with digoxigenin-labeled cRNA probes (100 ng in 200 μl/slide, 20 h, 50 °C). After hybridization, slides were treated with RNase A (20 μg/ml RNase A, 0.5 M NaCl, 0.25 mM EDTA, and 10 mM tris, pH 8) to further remove unhybridized probe. Slides were next washed in 2x SSC (room temperature), followed by a high stringency wash in 0.1x SSC (65 °C). Digoxigenin signals were detected by immunostaining with alkaline phosphatase-conjugated Fab fragments (Roche-Millipore Sigma), then developed with 4-nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indoyl phosphate (Roche Millipore Sigma). The stained sections were then mounted under #1 coverglass in Fluoromount G (ThermoFisher Scientific). They were subsequently imaged using a Leitz Laborlux S (25X PL Fluotar, 0.6NA) microscope and a Nikon DS-Ri1 camera, using NIS-Elements BR 4.5 software (Nikon).

## Supplementary information

**Additional file 1. **Cuffdiff2 differential expression data. Tabs are for each injury condition and time point vs. their relevant controls (*N* = 3 biological replicates, each). **Tabs PW1–3)** Tadpole spinal cord injury (SCI) hindbrain vs. age-matched, unoperated control hindbrain at 3 days, 1 week, and 3 weeks, respectively; **PW4–6)** Juvenile frog SCI hindbrain at 3 days, 1 week, and 3 weeks vs. unoperated control hindbrain; **PW7–9)** juvenile frog optic nerve crush (ONC) eye vs. the contralateral unoperated eye at 3 days, 11 days, and 3 weeks, respectively. Abbreviations: chr, chromosome; cntrl, control; FPKM, fragments per kilobase of transcript per million mapped reads; ONC, optic nerve crush; *p*, the calculated probability for a single given gene that the observed difference represented no change in expression (i.e., log_2_(fold change) = 0); *q*, false discovery rate-adjusted (FDR) *p*-value [14]; significant, “yes” if q < 0.05; Tx, spinal cord-transected; Unop, unoperated.

**Additional file 2. **DESeq2 differential expression data. Tabs are for each injury condition and time point vs. their relevant controls (N = 3 biological replicates, each). **Tabs PW1–3)** Tadpole spinal cord injury (SCI) hindbrain vs. age-matched, unoperated control hindbrain at 3 days, 1 week, and 3 weeks, respectively; **PW4–6)** Juvenile frog SCI hindbrain at 3 days, 1 week, and 3 weeks vs. unoperated control hindbrain; **PW7–9)** juvenile frog optic nerve crush (ONC) eye vs. the contralateral unoperated eye at 3 days, 11 days, and 3 weeks, respectively. Columns: A - Gene Name; B, baseMean - mean counts of all samples, normalized for sequencing depth. It does not take into account gene length and is used for estimating the dispersion of a gene; C, log2FoldChange - log_2_(control/experimental); in this analysis, negative values represent injury induced increases relative to control); D, lfcSE - Standard Error of the log_2_ fold change; E, stat - log_2_FoldChange/lfcSE; F, pvalue - the probability of the null hypothesis for an individual gene (i.e., variance among replicates = variance between conditions); G, padj - false discovery rate-adjusted (FDR) *p*-value.

**Additional file 3. **Temporal patterns of gene expression and shared injury-response genes between regenerative vs. non-regenerative tissues, as determined by DESeq2. **A)** Regenerative tissues [i.e.*,* SCI tadpole hindbrain (SCI Tadpole) and ONC juvenile frog eye (ONC Juvenile)] shared similar temporal patterns of numbers of significant (FDR < 0.05) differentially expressed genes, which differed markedly from that of the non-regenerative tissue [SCI juvenile frog hindbrain (SCI Juvenile)]. Whereas the expression response of the two regenerative tissues peaked during the mid recovery phase (1 week/11 days), that of the non-regenerative tissue peaked at the early, post trauma phase (3 days). Up- and down-regulated genes are shown in green and red, respectively; S & L gene homeologs were tallied separately. **B)** Plot illustrating the percentage of annotated genes that were significantly (FDR < 0.05) differentially expressed with injury (100% = 24,382 genes). Additional_File2_Differential_Expression_Analysis_by_DESeq2.xlsm contains the DESeq2 output files from which A and B were derived. **C - E)** UpSet plots illustrating the number of genes overlapping between the samples indicated by the circles below each bar at 3 days (**C**), 7/11 days (**D**), and 3 weeks (**E**) after injury. Numbers of shared up- and down-regulated genes are indicated above and below each bar, respectively. The maximum number of overlapping genes between the two successfully regenerative tissues (DESR: Differentially Expressed in Successful Regeneration) occurred during the peak phase of regenerative CNS axon outgrowth.

**Additional file 4. **Manually Curated DESR Gene Data (Cuffdiff2). DESR gene lists were manually curated and parsed into eleven functional categories using a literature search. **Tabs: 3 Day DESR, 11 Day 1 WK DESR, 3 WK DESR:** Manually curated spreadsheets for each time point, 3 days, 11 days/1 week, and 3 weeks, respectively, providing Cuffdiff2 data for each gene for tadpole SCI hindbrain (even numbered rows) and juvenile frog ONC (odd numbered rows). **Column A**, surgical condition; **Columns B - N,** relevant Cuffdiff2 data for each gene under each surgical condition (see Additional_File1_Differential_Expression_Analysis_by_Cuffdif.xlsm for abbreviations and column annotations). Gene symbols (**Column B**) in green and red were up-regulated and down-regulated, respectively, in successfully regenerative tissues relative to controls. **Column O,** primary functional category (NA, gene has not been assigned a human ortholog); **Column P,** secondary functional category, if relevant; **Column Q,** Manually curated notes, providing additional information on the expression behaviors of the other homeologs of this gene (even numbered rows), and a statement on the function of the gene that lead to its being placed in a particular functional category, followed by the literature reference supporting it.

**Additional file 5. **Scatterplot representation of the Principal Component Analyses (PCA) of gene expression profiles. Ellipses group biological replicates for each indicated condition (experimentals, solid squares; controls, empty squares), indicating variation among samples. **A-C,** PCA of tadpole and juvenile hindbrain after spinal cord injury (SCI), and of juvenile frog after optic nerve crush (ONC), respectively. In C, expression profiles from the operated eye were compared with those of the contralateral, unoperated eyes within the same animals. **D,** PCA of all 17 conditions combined, supporting the tissue-specific nature of gene expression profiles. Conditions were the same as in A-C, except that data from eyes of animals receiving no injury was included (open triangles, Frog Eye, Unop). **E,** PCA of tadpole and juvenile frog hindbrain samples after spinal cord injury, supporting the conclusion that the differences in gene expression profiles between the time points at which numbers of differentially expressed genes reached their peaks (3 days in juvenile frog hindbrain and 1 week in tadpole hindbrain) were more than just a kinetic difference in the timing of expression of the same differentially expressed genes. Abbreviations: ONC, optic nerve crush; PC1, principal component axis 1; PC2, Principal Component axis 2; SCI, spinal cord injured; TX, spinal cord transected; Unop ONC - unoperated eye, contralateral to the operated eye; Frog Eye, Unop - eyes from unoperated animals; wk., week.

**Additional file 6.** A summary list of all DESR genes, sorted by primary functional category and time point of differential expression, along with relevant references supporting the functional assignment. Note that genes were assigned their human gene ortholog symbols, without reference to whether they were L or S homeologs, or paralogs.

**Additional file 7. **KEGG pathway analysis of the DESR gene lists revealed that 60% (69/115) of the Adipocytokine signaling pathway genes were differentially expressed in at least one tissue at one time point (*p* < 0.02). **Tab. 1, Pathway:** the Adipocytokine Signaling Pathway (obtained from KEGG) and the complete associated gene list; **Tab. 2, Gene Expression Levels:** Column B provides the list of genes and their synonyms that are in this KEGG pathway (the underlined name is the one provided in the figure in Tab. 1. Column C provides the gene symbol and tissue for each gene. ΔFPKM [log_2_(fold change), injury condition/control, Column D] for each differentially expressed gene in the pathway (115 genes, S & L homeologs listed separately), as well as for other isoforms for each gene. Columns D – L, the ΔFPKMs for each tissue at all three time points are listed. For significant changes, either by *p* or *q* (or both), and the raw FPKMs are listed in a cell comment for the ΔFPKMs. The meanings of the different color highlights is given in the legend at the top of the table. **Tab. 3, Genes Not Found:** is a list of 10 genes (including synonyms) from the KEGG adipocytokine signaling pathway that were not found in the Mayball annotations of the *X. laevis* transcriptome. Abbreviations are as in Additional_File1_Differential_Expression_Analysis_by_Cuffdif.xlsm.

## Data Availability

The datasets generated and/or analyzed during the current study are available either in the Gene Expression Omnibus (GEO) repository (FASTQ files) [https://www.ncbi.nlm.nih.gov/gds]^[GSE 137844]^ or are included in this published article and its supplementary information files. Genomic resources for *Xenopus laevis* are available from Xenbase (http://www.xenbase.org, RRID:SCR_003280) and *Xenopus* Genome Project (http://www.marcottelab.org/index.php/Xenopus_Genome_Project).

## Abbreviations

CNS: Central nervous system
DESR: Differentially expressed in successful regeneration
FDR: False discovery rate
FPKM: Fragments per Kilobase Million
KEGG: Kyoto Encyclopedia of Genes and Genomes
Mya: million years ago
ONC: Optic nerve crush
ONI: Optic nerve injury
PCA: Principal component analysis
PNS: Peripheral nervous system
SCI: Spinal cord injury
*X. laevis*: *Xenopus laevis*

How the deposited data were processed for this re-analysis (not part of the article)

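Gene-level FPKM deposited by the authors were used, 1 value per gene and library, for 51 libraries in 17 conditions with 3 libraries each. The authors aligned the reads with Bowtie2 and TopHat to the Xenbase assembly they name, counted them on the Mayball gene models and scaled FPKM between libraries with CuffDiff2. Which library normalization CuffDiff2 used is not stated. No reads were realigned, and read counts were not used here.

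The tests had been planned for read counts. Because the values are FPKM, edgeR and DESeq2 were not run, and limma was chosen before any model was fitted. The values were log2(FPKM + 0.5), the model had 1 term for operated or control, variances were moderated with a trend over expression, and p-values were adjusted by Benjamini and Hochberg over all tested entries of a comparison. An entry was tested when its mean was at least 0.45 FPKM in at least 1 of the compared groups, the paper's threshold. Every adjusted p given for a single gene is from this test. Differences between responses were tested as interaction terms of the same model. Alternatives were median-of-ratios scaling, no minimal expression, at least 0.45 FPKM in every library, pseudocounts of 0.1 and 1, replicate number as a block, all groups of a tissue in 1 fit, the library letter as a covariate, naive eyes as controls, and leaving out each library or replicate number.

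The pairing of same-numbered libraries comes from the paper's description of paired replicates for the tadpole and of the 2 eyes of the same frogs for ONC. For frog SCI and for naive eyes the paper describes no pairs, and the fits with replicate number as a block have no such basis there. The labels do not state which hindbrain or eye libraries belong together, so each comparison was fitted without and with the replicate number. In a self-test with 200 genes changed in simulation, the test called 175 of them in the tadpole SCI hindbrain at 7 days, 179 in the frog SCI hindbrain at 3 days and 102 in the ONC eye at 3 days, with 8, 9 and 4 unchanged genes called. With replicate number as a block it called 151, 153 and 0 of them. The simulated libraries were drawn independently, without variation shared within pairs. The self-test therefore cannot show how the block performs where same-numbered libraries share variation. With no gene changed it called 0.

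Genes are named by a rule. They are entries of the paper's list whose symbol its text, Fig. 6a or Fig. 7 names, at the time named, and in each comparison the called gene with the largest rise and that with the largest fall among genes with a symbol, with a mean of at least 1 FPKM and no overlap between groups. The rule had set a mean number of counts, for which 1 FPKM was substituted. Other genes named one by one, among them the DESR genes found here, ECM1, MMP13, MMP2, CEACAM8, EPX, KRT75, ACTA1, ACTC1, A2M and the second LEP and PRPH entries, were chosen after their values were seen. Some genes that the rule selects are not reported here. Lists of marker genes for cell division, lens, myelin, photoreceptors, skeletal muscle and skin are given as medians.

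PCA and distances used log2(FPKM + 1) of entries with a mean of at least 1 FPKM. Software was R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.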

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

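The counts of other groupings, the tests of the authors' normalization, the test of eye signal in the hindbrain and the tests of depth, uniform background and lens share for the letter B, and the crystallin share at 11 days, were chosen only after the results were seen.

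The tadpole and frog SCI responses differed, by a direct test of the difference, for 1215 genes at 3 days, 891 at 7 days and 16 at 3 weeks, and the ONC and frog SCI responses for 239 genes at 3 days, 1157 at 7/11 days and 284 at 3 weeks. With median-of-ratios scaling in place of the authors' scaling alone the counts were 1164, 924, 12, 229, 1121 and 277. This scaling and that of the authors each apply 1 factor per library, so an effect of the normalization is not excluded. Of the 32 exchanges of labels within pairs, 2 gave as many genes for the tadpole at each of the 3 times and for the ONC eye at 3 weeks, and 1, the real one, for the ONC eye at 3 days and at 7/11 days. The second was in each case the exchange of all labels in the frog SCI comparison. All 3 frog control libraries, and no other library, carry the letter R, and they stand on one side of each of these 6 tests, so a difference between library batches cannot be told apart from a difference between the responses. Stage, tissue and surgery also differ between the arms, and no biological explanation was separated from these.

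The surgically naive eyes entered the paper's PCA but not its differential expression. Against them, 22 genes were called in the contralateral eye at 3 days, 1985 at 11 days and 1781 at 3 weeks. With median-of-ratios scaling the counts were 20, 1939 and 1700, which, as another factor per library, does not exclude an effect of the normalization. All groups of the tissue in one fit gave 861, 946 and 32 genes, and leaving out single libraries 0 to 1680, 395 to 1608 and 47 to 1570. Lens genes numbered 9 of those called at 11 days, 5 up and 4 down, but the lens list was higher in the contralateral eye by a median of 0.398, above all random lists, and crystallins held 36.9% to 46.0% of its FPKM, against 33.0% to 33.7% in naive eyes. A larger lens share may thus explain part of the difference at 11 days. No library of 3 weeks carries the letter B, so the 1781 genes do not come from that letter, whereas at 11 days all contralateral libraries carry it. The real grouping was the only 1 of the 4 splits that part all same-numbered pairs to give as many genes at each time, and 4 splits cannot give a small share. A response of the unoperated eye may contribute to the 1781 genes, as a hypothesis. The 32 genes in one fit of all groups do not decide it, since that fit shares its variance with the eye libraries of 3 days. Their mean distances within groups were 0.407 and 0.492, against 0.271 for contralateral libraries of 3 weeks and 0.24 for naive ones. Age, time in captivity and handling were not separated from a response of the unoperated eye.

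The 3 libraries with the letter B among the 6 eye libraries of 3 days, 2 ONC and 1 contralateral, hold low values for genes that are silent elsewhere. For 757 genes chosen for a mean below 0.05 FPKM both in the naive and 3-week eyes and in hindbrain, their mean FPKM was 0.123 to 0.271. In the eye libraries that did not enter this choice it was 0.0136 to 0.0441 for the other 3 of 3 days and 0.019 to 0.0581 for those of 11 days, and low values elsewhere follow from the choice. Hindbrain RNA or a difference in depth would not give 0.271 FPKM for genes silent in hindbrain. Carry-over of skin goes against the lower skin list in these libraries, with a median log2 difference of -0.542. Lens genes were higher, by a median of 0.898, and crystallins held 44.1% to 46.0% of the FPKM of these 3 libraries. ONC replicate 2 and contralateral replicate 3 of 11 days had similar shares, 42.9% and 46.0%. Their means for the silent genes were only 0.0212 and 0.0581 FPKM. This argues against lens share as the source of the low values in silent genes. A larger lens share may still explain part of the other differences between these libraries. Of the silent genes 61.6% were above 0 in all 3 libraries, and a uniform background such as genomic DNA cannot be excluded with FPKM. Operated and contralateral libraries both carry the letter, so no biological explanation was tested.

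Lens genes were detected in hindbrain libraries, at a median of 1410.4 ppm of their eye level in the tadpole SCI hindbrain at 7 days and 1160.9 in the frog SCI hindbrain at 3 days, against 34.8 and 129.3 in the respective controls. The 3 tadpole libraries were at 27.4, 1410.4 and 1431.4. The 3 frog libraries of 3 days were at 858.3, 1550.4 and 1160.9 and their controls at 129.3, 915.5 and 29.8, so these overlapped, and the highest library was 1 of the frog SCI hindbrain at 3 weeks, at 1929.7. Across the 30 hindbrain libraries the lens share correlated with the photoreceptor share at r = 0.874 (Spearman's rho 0.922, permutation p = 1.0e-05 for each, the smallest that 100000 permutations can give), and at 0.848 without the 2 libraries farthest from the median. RNA or reads of the eye libraries in the hindbrain libraries may therefore be the source. Of the called genes, 2 of 976 in the tadpole at 7 days (CRYAA and CRYGD) and 11 of 2223 in the frog at 3 days had at least 50 percent of their difference at the level this share predicts.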

How the results depend on the processing

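Unless said otherwise, the alternatives were set before the data were examined. Added later were the filter of 0.45 FPKM in every library, pseudocounts other than in the PCA and distances, the fit of all groups for DESR, opposing, adipocytokine and single genes, naive eyes as controls for single genes, and all alternatives for marker lists and correlations between responses. DESeq2 was not run and a minimum of counts could not be applied, since the values are FPKM. The cause was not tested for any of the changes below.

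Median-of-ratios scaling and pseudocounts of 0.1 and 1 left all 25 counts of genes within 1.5 times their value. With replicate number as a block, the calls were 1001 in the tadpole SCI hindbrain at 3 days and 4 at 3 weeks, 31 in the frog SCI hindbrain at 7 days and 2 at 3 weeks, 149 in the ONC eye at 3 days and 0 in the contralateral against the naive eye at 3 days (2456 at an unadjusted p of at most 0.05). Differences between tadpole and frog SCI responses then numbered 381 at 7 days and 0 at 3 weeks (2993 at an unadjusted p of at most 0.05), and those between ONC and frog SCI responses 1262, 676 and 167 at the successive times. The paper's list then had 35 entries called in both regenerative tissues at 7/11 days and opposing genes numbered 0.

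Without a minimal expression, 53, 561 and 0 genes (3582 at an unadjusted p of at most 0.05) were called in the tadpole SCI hindbrain at the successive times, 34 in the frog SCI hindbrain at 3 weeks and 8 for the difference between them at 3 weeks. DESR genes were 2 at 3 days, 37 at 7/11 days and 38 in all, and 31 entries of the paper's list were called in both tissues. With at least 0.45 FPKM in every library, 149 genes were called in the frog SCI hindbrain at 3 weeks and 3 DESR genes at 3 days.

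With all groups of a tissue in one fit, the calls were 3209 and 466 in the tadpole SCI hindbrain at 7 days and 3 weeks, 884 in the frog SCI hindbrain at 3 weeks, 488 and 1251 in the ONC eye at 3 and 11 days, and 861, 946 and 32 in the contralateral against the naive eye. DESR genes were 276 at 7/11 days, 3 at 3 weeks and 279 in all, and 155 entries of the paper's list were called in both. With the library letter as a covariate, 126 genes were called in the ONC eye at 3 days. With naive eyes as controls, the ONC eye had 1412, 4309 and 1939 calls, DESR genes were 24, 162 and 1, or 185 in all, and opposing genes 10.

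The first component of all libraries held 96.69% with the 500 most variable genes, 82.97% with a pseudocount of 0.1 and 81.31% without a minimal expression, and that of the hindbrain libraries 75.13%, 61.28% and 61.68%.

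Leaving out 1 library gave 17 to 95, 78 to 2943 and 0 to 29 calls in the tadpole SCI hindbrain at the successive times, 495 to 1665, 14 to 215 and 1 to 111 in the frog SCI hindbrain, 2 to 90, 295 to 581 and 49 to 138 in the ONC eye, and 0 to 1680, 395 to 1608 and 47 to 1570 in the contralateral against the naive eye. Leaving out 1 replicate number gave 3 to 765, 3 to 546 and 0 to 3 differences between tadpole and frog SCI responses and 0 to 20, 199 to 462 and 2 to 148 between ONC and frog SCI responses. It gave 0 DESR genes at 3 days and at 3 weeks in each fit, 0 to 37 at 7/11 days and in all, 0 to 26 entries of the paper's list called in both, 0 opposing genes, and 27 to 50 adipocytokine genes. The first component held 82.05% to 82.68% of all libraries, 63.79% to 65.76% of the hindbrain and 28.56% to 37.18% of the eye libraries, and the median distance ratio was 1.148 to 1.261.

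Signs that changed among marker lists were those of the cell division list in the tadpole at 3 weeks (-0.005, and 0.005 with median-of-ratios scaling, 0.006 and 0.007 without operated replicates 1 and 2, 0.014 without control replicate 2, from -0.167 to 0.014 over the libraries left out), the muscle list in the tadpole at 3 days (-0.447, and 0.001 without control replicate 3, from -0.738), the skin list in the ONC eye at 3 days (-0.089, and 0.143 without operated replicate 3, 0.096 without control replicate 1, from -0.351), the lens list in the tadpole at 3 weeks (-0.46, and 0.097 with 0.45 FPKM in every library) and in the contralateral against the naive eye at 3 days (-0.142, and 0.036 without operated replicate 2, from -0.383), and the photoreceptor list in the tadpole at 7 days (0.986, and -0.23 with 0.45 FPKM in every library). The correlation of tadpole 7-day with frog 3-day responses was 0.069, and -0.079 with that filter and -0.1 to 0.155 without 1 replicate number, the lowest without replicate 3.

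With naive eyes as controls, signs changed in the ONC eye at 11 days for SLC38A4 (-0.072), APOE (-0.265), TOP2A (-0.731), HIST2H2AB (-0.22), MCM6 (-0.694), HBE1 (-3.043), RRM2 (-0.116), ZNF395 on 5S (0.058), ADCK3 (0.014) and SLC9A3R2 (0.038), and at 3 weeks for JARID2 (0.1). Without single libraries they changed for HIST1H4K in the ONC eye at 3 days (0.001 without operated replicate 3, 0.233 without control replicate 2, from -1.892), in the frog SCI hindbrain at 7 days for SLC38A4 (0.103 without operated replicate 3, 0.799 without control replicate 3, from -0.956), APOE (0.093 without control replicate 3, from -1.455) and FABP3 on 2L (0.036 without operated replicate 1, from -0.228), and for LTF in the tadpole at 3 weeks (-0.65 without operated replicate 1, up to 2.029).

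Over 211 fold changes of single genes and all alternatives, 2300 values kept sign and side of the threshold, 401 lost and 73 gained a call and 18 changed sign. Of 34 list medians 106 values under alternatives moved, 10 changed sign and 326 did neither, but 34 each of these with the block and with all groups in one fit were fixed, since those cannot change a fold change here, and of 12 distance ratios 16 moved and 68 did not.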

Differences from the paper's values

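The paper's counts in Fig. 2a were read by eye, and the fit of all groups of a tissue was set before the data were examined for the counts of calls only.

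For DESR genes over the 3 times the paper gives 324, and 68 were found here. For up-regulated DESR genes the paper's count is 253 against 63 here, and for down-regulated DESR genes the paper's 71 against 5. Naive eyes as controls closed the gap for the down-regulated ones, with 62, and none of the other alternatives set before the data were examined closed any of these 3. The fit of all groups, with 279, 208 and 71, closed all 3, and was chosen for DESR genes after seeing the values. DESR genes as a percent of all calls were 2.7% in the paper and 1.46% here, and 2.87% with that same later choice. The paper's calls sum to 12059 and those here to 4738, and to 11608 with naive eyes as controls and 9874 with all groups in one fit, while the other alternatives did not close the gap. In the ONC eye at 3 days the percent of annotated genes called was 1.4% in the paper, its lowest, against 0.17% here and 2.0% with all groups in one fit, the alternative that closed this gap. The lowest percent here was 0.08%, in the tadpole SCI hindbrain at 3 weeks. Oppositely expressed genes were 33 in the paper and 6 here, and no alternative closed that gap.

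In the tadpole SCI hindbrain, genes called up in the figure were about 390 at 3 days in the paper, against 110 here, and genes called down in the figure about 770, against 252. Replicate number as a block closed both, with 293 and 708. At 7 days they were about 1100 up in the paper, against 566 here, and about 1200 down, against 410. Without operated replicate 3 the counts were 1563 and 1380, and with all groups in one fit 1439 were called down, which closed the gaps. At 3 weeks they were about 450 and about 530 in the paper, against 5 and 15, and no alternative set before the data were examined closed these gaps.

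In the frog SCI hindbrain, genes called down in the figure were about 1300 at 3 days in the paper, against 740 here, and 928 with median-of-ratios scaling, 934 with replicate number as a block and 956 with all groups in one fit closed the gap. At 7 days genes called up in the figure were about 470 and those down about 420 in the paper, against 192 and 94, with no alternative set before the data were examined closing the gap. At 3 weeks they were about 680 and about 670 in the paper, against 47 and 34, and all groups in one fit closed the gap for the former, with 494, and none for the latter.

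In the ONC eye, genes called up in the figure were about 190 at 3 days in the paper, against 34 here, a gap no alternative closed, and genes called down in the figure about 150, against 8 and 129 with all groups in one fit, which closed it. At 11 days they were about 1200 up in the paper, against 484, which no alternative closed, and about 490 down, against 132 and 503 with all groups in one fit, which closed it. At 3 weeks they were about 390 up and about 82 down in the paper, against 127 and 5, and no alternative set before the data were examined closed these gaps.

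The log2 fold change in Fig. 7 of SOCS3 was about 1.9 in the paper, read by eye, against 1.64 here, and 1.81 without control replicate 1, the alternative that closed the gap. The paper states that its values combine the 2 homeologs, whereas 1.64 sums 4 entries, so the sets of entries may differ. The listed SOCS3 entry alone had a log2 fold change of 1.80 in the eye at 11 days by the limma fit.

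The paper states that profiles after SCI lay farther from controls in the tadpole than in the frog. The ratio of distances was 1.231, 1.33 and 1.152 in the tadpole and 1.372, 1.159 and 1.188 in the frog, so the tadpole had the larger ratio at 7 days only.

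The paper's text places BCL6 among up-regulated genes, and it fell here in both regenerative tissues, by 0.56 and 0.57, the direction that the paper's own list gives. It places ACSBG2 and MAPK8 among genes shared at more than one time, although its list holds both at 7/11 days only, and here neither was called in both regenerative tissues at 3 days or 3 weeks. The paper lists DESR genes at 3 weeks, and none was called in both tissues here (3367 genes in the tadpole and 2158 in the eye at an unadjusted p of at most 0.05), with 3 in the fit of all groups, chosen after seeing the values, and 1 with naive eyes. HP1BP3, RPLP1, HIST1H4K, HIST2H2AB, KRT6A and OCM2 are DESR genes of the paper at 3 days, and none was called in both tissues here. Replicate number as a block called RPLP1, HIST2H2AB and KRT6A in the tadpole, and naive eyes as controls called OCM2 in the eye.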

Other observations

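The tests of development, and the count of draws by the groupings they kept, were chosen only after the results were seen.

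The change in the tadpole SCI hindbrain at 7 days resembled the difference between control tadpoles of 3 days and of 3 weeks. Across 19859 genes, which are not independent replicates, the 2 correlated at r = 0.622 (Spearman's rho 0.62), and 937 of the 976 called genes changed in the direction of the younger controls, as did 72.7% of all genes. On an axis from control 3 days (0) to control 3 weeks (1), the 3 SCI libraries of 7 days lay at 0.329, 0.416 and 0.56 and their controls at 0.737, 0.751 and 0.79. The 3 SCI libraries of 3 days lay at 0.21 to 0.281, past their controls. Of the paper's 293 entries for 7/11 days, 286 changed in the same direction as in younger controls. A candidate explanation is slower development of the operated tadpoles. The ONC eye at 11 days, of frogs past metamorphosis, followed the same tadpole axis with r = 0.307 (Spearman's rho 0.417) and 73.5% of its calls, against 65.7% of all genes, which delayed development of tadpoles cannot give. The explanation cannot be told apart from a response to injury that uses genes of development, and the exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The next largest absolute r among the 20 splits of these libraries was 0.594, close to the 0.622 of the real grouping. The reverse explanation for 3 days, faster development, had r = -0.14 and an exact p of 0.5.

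Genes of cell division rose after ONC at 11 days against the contralateral eye, with a list median of 0.325, while the contralateral eye lay below naive eyes, with -0.706. TOP2A, MCM6 and RRM2 rose against the contralateral and fell against the naive eye. Whether the operated eye rises or the contralateral eye falls cannot be settled from these libraries.

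Muscle genes fell after ONC at 3 days by a list median of -0.495, so muscle carried over at dissection may contribute to the falls of ACTA1 and ACTC1. Myelin genes fell as a list in the ONC eye at 11 days, by a median of -0.392, to which a change in the share of myelin may contribute. Spread added by libraries with the letter B may contribute to the low count in the ONC eye at 3 days, as 126 genes in place of 42 were called with the letter as a covariate. A split of these libraries that follows the letter and parts 1 pair gave 4475 genes, more than the real one.

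Without the frog controls, 1630 genes differed between frog SCI at 3 days and at 3 weeks. No library of that contrast carries the letter R, so the letter cannot be the source of these 1630 differences. Of them 719 were also called in the same direction among the 2223 genes called against the controls at 3 days. For the remaining calls at 3 days the letter cannot be told apart from the injury. Of 81 genes called at 3 weeks, 38.3% were called in the same direction at 3 and 7 days. For all 81 the letter cannot be told apart from the injury, since all their controls carry it.

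In each of the 9 comparisons of operated with control libraries, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes, and 4 splits cannot give a small share. Of 100 drawn splits, as many DESR genes arose in 6 at 3 days, in 3 at 7/11 days, in 100 at 3 weeks, where the count was 0, and in 1 for the distinct genes. The 6 draws at 3 days and the 3 at 7/11 days were those that kept the real grouping, or its mirror, in both tadpole and eye, and none of the other 94 and 97 gave as many, so these counts follow from how the draws were made. As many entries of the paper's list were called in both tissues in 3, as many opposing genes arose in 1 and as many adipocytokine genes in 1.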
